# Transcriptomic and Phenomic Investigations Reveal Elements in Biofilm Repression and Formation in the Cyanobacterium *Synechococcus elongatus* PCC 7942

**DOI:** 10.3389/fmicb.2022.899150

**Published:** 2022-06-23

**Authors:** Ryan Simkovsky, Rami Parnasa, Jingtong Wang, Elad Nagar, Eli Zecharia, Shiran Suban, Yevgeni Yegorov, Boris Veltman, Eleonora Sendersky, Rakefet Schwarz, Susan S. Golden

**Keywords:** biofilm, cyanobacteria, transposon library, RNA-Seq, RB-TnSeq

## Abstract

Biofilm formation by photosynthetic organisms is a complex behavior that serves multiple functions in the environment. Biofilm formation in the unicellular cyanobacterium *Synechococcus elongatus* PCC 7942 is regulated in part by a set of small secreted proteins that promotes biofilm formation and a self-suppression mechanism that prevents their expression. Little is known about the regulatory and structural components of the biofilms in PCC 7942, or response to the suppressor signal(s). We performed transcriptomics (RNA-Seq) and phenomics (RB-TnSeq) screens that identified four genes involved in biofilm formation and regulation, more than 25 additional candidates that may impact biofilm formation, and revealed the transcriptomic adaptation to the biofilm state. In so doing, we compared the effectiveness of these two approaches for gene discovery.

## Introduction

Biofilm formation, the adhesion of bacteria to a surface typically involving the production of an extracellular polymeric substance (EPS), is a lifestyle that allows microorganisms to survive in the face of stresses and threats from their environment, including nutrient depletion (Donlan and Costerton, 2002; Harrison et al., 2019), predation (DePas et al., 2014; Chan et al., 2021), and dessication (Lebre et al., 2017). Biofilms can be detrimental to human health and industrial activities, by enabling persistence and antibiotic resistance in patients and on medical surfaces (Flemming et al., 2016), or by causing biofouling as on ship surfaces (de Carvalho, 2018) or in corrosion of industrial piping (Lenhart et al., 2014). Studies aimed at disrupting deleterious biofilms have led to a wealth of knowledge on the molecular mechanisms regulating and forming biofilms in heterotrophic or pathogenic bacteria. This knowledge includes the requirement for pili and adhesins in finding and attaching to surfaces, intracellular cyclic di-GMP secondary messenger systems for controlling activation of biofilm formation, and production and secretion of exopolymeric matrix materials that can include exopolysaccharides, amyloidgenic proteins, and extracellular DNA (Flemming et al., 2016).

Photosynthetic cyanobacteria, which are among the planet’s dominant producers of oxygen and fixed carbon, can also form biofilms, often in microbial mats where a combination of gas, nutrient, signaling, and light gradients determine the composition, density, and organization of the diverse community of organisms in the assemblage (Prieto-Barajas et al., 2018). Cyanobacteria are a promising agricultural crop for sustainable conversion of solar energy and atmospheric carbon into replacements for petroleum products, including biofuels, industrial chemicals, nutraceuticals, and plastics (Nozzi et al., 2013; Farrokh et al., 2019; Sitther et al., 2020). In this context, biofilm formation can be both disadvantageous, due to biofouling of growth vessels and piping, or beneficial for protection against predation, efficiency in harvesting the crop, or minimizing resources for growth and production in a biofilm as opposed to in a planktonic culture (Bruno et al., 2012; Barros et al., 2020). In contrast to health applications that seek to prevent biofilm formation, the goal for agricultural scale industrial production of cyanobacterial biomass is to be able to reliably activate or deactivate biofilm formation to minimize costs and damage to equipment while maximizing productivity.

Only in recent years have studies on the molecular mechanisms of biofilm formation extended to cyanobacteria, where light limitation through self-shading is an inherent consequence of biofilm structure (Barros et al., 2020). For many cyanobacteria, biofilm formation and regulation appears to have a number of features in common with heterotrophic bacteria: type IV pili and S-layer proteins are required for film formation in *Synechocystis* sp. PCC 6803 (Allen et al., 2019; Conradi et al., 2019), cyclic-di-GMP promotes aggregation in *Thermosynechococcus vulcanus* (Enomoto et al., 2015) and biofilm formation in PCC 6803 (Agostoni et al., 2016), a two-component regulatory system comprising a response regulator and a split histidine kinase controls cell aggregation in PCC 6803 (Kera et al., 2020), and extracellular polysaccharides, such as cellulose in *T. vulcanus*, contribute to the extracellular matrix and cellular aggregation (Kawano et al., 2011).

In contrast, our studies have demonstrated that biofilm formation in *Synechococcus elongatus* PCC 7942, which is by default constitutively suppressed in the laboratory (Schatz et al., 2013), does not require pili (Nagar et al., 2017). In fact, most of the mutations discovered to date that relieve suppression and enable biofilm formation (Supplementary Table S1) block formation of the Type IV pilus or its assembly apparatus, including the pilin-encoding *pilA1* and *pilA2* genes; the pilus assembly and Type II secretion proteins encoded by *pilB* (formerly referred to as *t2sE*), *pilC*, and *pilN*; and two proteins encoded by the genes *hfq* and *ebsA* that form a tripartite complex with PilB (Schatz et al., 2013; Nagar et al., 2017; Yegorov et al., 2021). For the majority of these mutants, a biofilm containing 90–95% of the cell population forms 3–4 days following inoculation in bubbling tubes. Electron microscopy has confirmed that the biofilm cells lack pili. Furthermore, they have markedly diminished or altered exoproteomes, suggesting that a single Type IV/II pilus and secretion system fills these dual roles in *S. elongatus* (Schatz et al., 2013; Nagar et al., 2017; Yegorov et al., 2021). Removal of this complex is pleiotropic—impeding other ecologically relevant behaviors such as natural competence and phototaxis-directed twitching motility (Yang et al., 2018; Taton et al., 2020).

Wild-type *S. elongatus* PCC 7942 (WT) does not produce biofilms under laboratory conditions due to the production and secretion of a self-suppressor (Schatz et al., 2013). WT growth medium (conditioned medium, CM) contains accumulated suppressor that prevents biofilm formation by the *pilB* mutant, *PilB*::Tn*5* (formerly named T2SEΩ), but CM from *PilB*::Tn*5* does not, indicating that the mutant still responds to the suppressor it does not secrete (Schatz et al., 2013). The derepression of a set of four small secreted proteins (EbfG1-4), each characterized by a secretion motif shared with microcins, enables biofilm formation in *PilB*::Tn*5* (Schatz et al., 2013; Parnasa et al., 2016, 2019). The processing and secretion of these small proteins requires the cysteine peptidase gene *pteB*, which is cistronic with the *ebfG* genes, and the putative processing peptidase gene *ebfE.* Inactivation of *ebfE* significantly alters the exoproteome in a manner that is distinct from changes observed with inactivation of *pilB* (Parnasa et al., 2019).

The robust formation of biofilms by the recent wild isolate *S. elongatus* UTEX 3055 demonstrates that biofilm formation of PCC 7942 mutants uncovers a process that is reversible in the natural environment (Yang et al., 2018). Decades of laboratory culturing techniques, such as decanting, that subtly select for planktonic cells (Golden, 2019) has likely domesticated the PCC 7942 WT strain into a biofilm-suppressed state through genetic drift or epigenetic changes, which now requires biofilm-inducing mutations to activate the biofilm program (Adomako et al., 2022).

The known gene products involved in suppressing or enabling biofilm formation in *S. elongatus* PCC 7942 (Supplementary Table S1) represent only pieces of the structural and regulatory system of biofilm formation, which must include the circuitry to synthesize, detect, and respond to the secreted repressor, as well as the repressed components that contribute to biofilm formation once self-suppression is alleviated. To obtain a more comprehensive understanding of genes involved in biofilm formation we leveraged the natural competence (Shestakov and Khyen, 1970) of *S. elongatus* and genetic tools that include a library of transposon mutagenesis vectors for the rapid individual knockout of nearly any nonessential gene in the genome (Holtman et al., 2005; Chen et al., 2012) and a randomly barcoded transposon sequencing (RB-TnSeq) library for quantitatively assessing the impact of gene mutations across the genome on the fitness of the strain under specific conditions, thus directly linking genotypes with phenotypes (Rubin et al., 2015; Price et al., 2018). Analogous TnSeq libraries in other organisms have been used to study complex behaviors, as in biofilm formation in *Bacillus cereus* (Yan et al., 2017; Okshevsky et al., 2018) or in community interactions of bacteria and fungi on the surface of maturing cheese (Morin et al., 2018; Pierce et al., 2021). In addition to phenomics using RB-TnSeq, which identifies genes whose loss either enhances or reduces a cell’s fitness in a biofilm, we employed transcriptomics using RNA-Seq, which identifies genes whose transcription differs between planktonic and sessile cells. These two data sets suggest that RB-TnSeq is more powerful for identifying genes that contribute to a phenotype, whereas transcriptomics describes the underlying biology of a phenotypic state.

## Materials and Methods

### Culture Conditions, Plasmids, and Strains

For standard growth of *S. elongatus* without additional CO_2_, cultures were grown at 30°C in BG-11 medium (Allen, 1968). For biofilm assays performed in test tubes, where cultures were bubbled with 3% CO_2_, or in 96-well plates, cultures were inoculated into BG-11 media with HEPES and freshly prepared ferric ammonium citrate and citric acid components as previously described (Sendersky et al., 2017). Preparation and collection of conditioned media from WT cultures grown in BG-11 were performed as described previously (Schatz et al., 2013; Parnasa et al., 2016).

All vectors used in this study are listed in Supplementary Table S10. Except for the RB-TnSeq experiments, where strains were derived from the Golden lab culture collection, all *S. elongatus* strains were derived from those in the Schwarz lab culture collection, which lack the small plasmid, pANS. Generation of novel insertional knockout *S. elongatus* strains using Unigene Set (UGS; Holtman et al., 2005; Chen et al., 2012) or the constructed vector EZ27 were performed according to standard transformation methods that take advantage of *S. elongatus*’ natural competence and ability to perform double homologous recombination (Clerico et al., 2007). In cases in which other mutations were combined with a *pilB* disruption, *pilB* inactivation was introduced after knockout of the other gene of interest due to impaired competence in *PilB*::Tn*5* (Schatz et al., 2013). Double recombination and segregation of mutants were confirmed *via* PCR using primers listed in Supplementary Table S10.

An inactivation vector for gene Synpcc7942_0774 was constructed through blunt-end cloning of a PCR-amplified gene fragment, generated using the K273 and K274 primers listed in Supplementary Table S10, into the pJet1.2 vector (Thermo Fisher Scientific). A spectinomycin-resistance cassette was inserted at the XcmI site in the gene fragment, yielding the insertional knockout construct (pEZ27) that was used for transformation and homologous recombination into WT.

### Biofilm Formation Assays

Unless noted otherwise, growth of *S. elongatus* PCC 7942 and all derived strains for the purpose of generating biofilms were performed in bubbling tube cultures containing 25 ml of BG-11 with HEPES after inoculation, using fresh starter cultures derived from solid media cultures, at an OD_750_ of 0.5 at 30°C and under low light (5–30 μmol photons m^−2^ s^−1^), as described previously (Sendersky et al., 2017). Biofilm assays under static conditions were grown in 96-well plates, as previously described (Parnasa et al., 2019), or in 5 ml culture volumes in sterile 25 ml Pyrex glass flasks (# 4980) plugged with cotton balls that were incubated under low light (5–30 μmol photons m^−2^ s^−1^) without shaking for 6 days prior to biofilm quantification. Quantification of the biofilm formation as a percentage of chlorophyll in suspension or using ethanol-extracted crystal violet staining was performed as described previously (Sendersky et al., 2017; Parnasa et al., 2019). Quantitative biofilm formation values in the form of absorbance units (A.U.) were summarized into three categories due to the typically binary, but not always reproducible, nature of these assays in multiple labs and under various conditions: successful biofilms (>1 A.U.), weak biofilms (< 1 A.U., >0.5 A.U.), or no biofilms (< 0.5 A.U.). These categorizations and the number of replicates for each are provided in Supplementary Tables S7 and S9.

### RNA-Seq Experiment

WT and *PilB*::Tn*5* strains were grown for biofilm formation in triplicate sets of bubbling tubes as described previously (Parnasa et al., 2016). Samples were taken for RNA extraction from the liquid supernatants 1 and 4 days after inoculation (Days 1 and 4). For the *PilB*::Tn*5* culture samples on Day 4, samples were first taken from the supernatant fraction, after which the liquid was removed by decanting, the tubes were gently washed with deionized water, and the remaining biofilm left behind was scraped to obtain biofilm samples. Total RNA was extracted as previously described by Tu et al. (2004), with the following modifications: phenol was saturated with water; cell extraction was performed by vortexing for 1 min, incubating at 65°C for 10 min with a brief vortex after 5 min, and incubating on ice for 3 min. The beads and unbroken cells were pelleted by centrifugation (Eppendorf centrifuge, maximal speed, 10 min), and the aqueous phase was subjected to one phenol, two to three phenol-chloroform (1:1), and one chloroform extraction, where chloroform was pre-equilibrated with isoamyl alcohol at 24:1 ratio. Nucleic acids were precipitated by adding 1/3 volume of 8 M LiCl and 2 volumes of ethanol followed by gentle mixing, incubation for 40 min at −80°C or for 2 h at −20°C, and centrifugation as described. The pellet was washed with 70% ethanol and resuspended with HPLC-grade water. Forty microgram of total RNA was treated with 4 U of TURBO™ DNase (Ambion, Catalog #: AM2238) at room temperature for 45 min followed by a boost with 4 U and an additional 45-min incubation. The DNase was removed by phenol-chloroform and chloroform extractions and the RNA was precipitated as described above. RNA sample pellets (Schatz et al., 2013), representing triplicates of the seven sampling groups described above and resulting from the ethanol precipitation, were washed with ice cold 70% ethanol. The resulting air-dried pellets were resuspended in RNase-free water and 3 μg of DNA from each sample was depleted of ribosomal RNA using the Bacteria Ribo-Zero rRNA Removal Kit (Epicentre) and purified using the RNeasy miniprep kit (Qiagen), both performed according to the manufacturer’s instructions. Recovery rates for each sample fell in the range of 3.6–9.2%, and rRNA depletion and RNA quality were confirmed for a subset of samples using 1% agarose gel electrophoresis. Purified ribosomal RNA-depleted samples were submitted to the Scripps Research (La Jolla, CA) sequencing core for strand-specific library preparation and sequencing on an Illumina 1×100 TruSeq system.

### RNA-Seq Data Analysis

FASTQ files were trimmed using trimmomatic (Bolger et al., 2014) prior to analysis of the seven sampling groups with two separate RNA-Seq analysis pipelines: (1) Rockhopper 2 (Tjaden, 2015), an all-in-one analysis tool specifically designed for analysis of bacterial transcriptomics data, using default parameters and (2) a custom scripted pipeline written in shell commands and in R (Team R Development Core, 2018) using Bowtie2 (Langmead and Salzberg, 2012) for alignment to the genome, SAMtools (Li et al., 2009) and BEDTools (Quinlan and Hall, 2010) for file format conversion and generation of coverage files for visualization in IGV (Thorvaldsdóttir et al., 2013), htseq-count for generating strand-specific gene counts (Anders et al., 2015), the DeSeq2 (Love et al., 2014) R package for differential gene expression analysis using an alpha value of 0.05 and either a likelihood ratio test for ANOVA analysis of multiple sample groups simultaneously using or the Wald significance test for pairwise sample group comparisons, the ashr (Stephens, 2017) R package for determining effect size shrinkage estimates, and tidyverse (Wickham et al., 2019) R packages for further data organization and visualization. For both pipelines, significantly differentially expressed genes were determined for each of the 21 possible pairwise comparisons of the 7 sample groups using a false detection rate (FDR; *q*-value from Rockhopper2 and FDR-adjusted *p*-values from DESeq2) threshold of ≤0.05 to determine significance and a |log_2_(Fold Change)| > 1 for differentiating highly changed genes, labeled “Up” or “Down,” from genes with minor expression changes, labeled “Neutral Up” or “Neutral Down.” All alignment statistics, gene counts, fold change values, FDR values, and DEG assignment data for the Rockhopper2 analysis are provided in Supplementary File S1, while the same data for the DESeq2-based analysis are provided in Supplementary File S2. To consolidate the lists of DEGs for each pairwise comparison from each analysis pipeline, a union of the data sets was performed so that the labels “Up” or “Down” were applied to any gene in which the gene was so labeled in at least one of the data sets, while “Neutral Up” or “Neutral Down” was applied to any remaining gene that was otherwise determined as significantly changed using the FDR threshold in either of the analyses. Comparisons of pairwise comparisons were then performed by manually clustering genes into groups of interest with similar patterns of DEG categorization across relevant pairwise experiments. Groupings that consider the “Neutral” genes (labeled “Full”) are provided in Supplementary File S3, as well as the groupings discussed herein that do not consider the “Neutral” genes for categorization purposes (labeled “Reduced”). These latter groups of interest served as the basis for the enrichment analysis detailed below. All data regarding the pipeline analyses consolidation, DEG categorization, comparisons of pairwise comparisons, and enrichment analysis are provided in Supplementary File S3.

### RB-TnSeq Experiment

For the first experiment, an aliquot of the *S. elongatus* RB-TnSeq version 1.0 library (Rubin et al., 2015) was revived and grown in three flasks of 100-ml BG-11, as described previously (Welkie et al., 2018; Taton et al., 2020). The three flasks were pooled to generate a culture with OD_750_ of 0.4. An aliquot of this pooled culture was pelleted by centrifugation and frozen at −80°C to serve as a T0 sample. A culture (93 ml) of the pooled library was centrifuged at 5,000 rpm at room temperature for 15 min. The pelleted cells were resuspended in 75 ml of BG-11 with HEPES media to an OD_750_ of 0.5, split equally into triplicate bubbling tubes, and allowed to form biofilms for 21 days at 30°C and under low fluorescent light (5 μmol photons m^−2^ s^−1^) while bubbled with hydrated 3% CO_2_.

For the second experiment, an aliquot of the *S. elongatus* RB-TnSeq version 2.0 library was revived, grown, and sampled for a T0 sample as performed for the version 1.0 library. Aliquots of the library were centrifuged to pellet cells and resuspended in either fresh or WT conditioned BG-11 media, both with HEPES, to an OD_750_ of 0.5. Resuspensions were then split into triplicate bubbling tubes containing 25 ml of culture each or into sterile 25-ml Pyrex glass flasks (# 4980), plugged with cotton balls, containing 5 ml of culture each. Bubbling tube cultures for this experiment were placed under the same conditions as for the first experiment for 15 days to allow biofilms to form. Flask cultures were incubated under low fluorescent light (5 μmol photons m^−2^ s^−1^) without shaking at room temperature for 15 days.

After the appropriate incubation periods, biofilm formation was confirmed visually. Planktonic cell samples were collected by decanting the supernatants of the cultures into sterile conical tubes. Each vessel was then gently washed once with water, which was decanted to a sterile conical tube to investigate settler cells. The remaining biofilms were resuspended in a water wash through physical scraping of the vessel and collected into a sterile conical tube. All samples were then centrifuged to generate cell pellets, which were frozen at −80°C prior to genomic DNA extraction (Clerico et al., 2007), barcode PCR amplification using Q5 DNA polymerase (NEB) and Illumina adaptor-encoded primers that include unique 6-bp TruSeq indexes in the forward primer, PCR purification of barcode amplicons with the DNA Clean and Concentrator kit (Zymo Research), and Illumina HiSeq single-end sequencing at LBNL, all as detailed in previously reported RB-TnSeq protocols (Wetmore et al., 2015).

### RB-TnSeq Data Analysis

Barcode sequences were extracted and counted from FASTQ files using PERL scripts previously reported by Wetmore et al. (2015) using an updated genome annotation that includes the known biofilm enhancing *ebfG* genes and other ORFs that are not annotated in publicly available genome files. Strain fitness, gene fitness, and T-value *t*-like statistics were calculated and a *T*-value threshold for significance of ≥4 was applied as in Wetmore et al. (2015). Significant genes with an absolute fitness score >1 were labeled “Up” or “Down,” while those with absolute fitness scores ≤1 were labeled “Neutral Up” or “Neutral Down.”

### Gene Enrichment Analysis

Gene categorical information, including known biofilm genes from previous *S. elongatus* PCC 7942 biofilm publications (Schatz et al., 2013; Parnasa et al., 2016, 2019; Nagar et al., 2017; Yegorov et al., 2021), pili genes described by Taton et al. (2020), essentiality and conservation data from Rubin et al. (2015), functional categories from the JGI IGM (Chen et al., 2017) and CyanoBase (Fujisawa et al., 2017) databases, and signal peptide and secretion predictions (Dilks et al., 2003; Bendtsen et al., 2005; Käll et al., 2007; Imam et al., 2011; Petersen et al., 2011; Pundhir and Kumar, 2011), was amassed for all genes in the *S. elongatus* PCC 7942 genome from appropriate sources and are provided in Supplementary Tables S1–S3. Significant enrichments of genes in each interest group identified for RNA-Seq and RB-TnSeq data comparison sets for each of the informational categories were determined using custom R scripts to perform two-sided Fisher’s exact tests, with FDR-adjusted *p*-values ≤0.05 being designated as significant. Fold enrichment (*F*) was calculated as the number of genes in the interest group that are also in the category (*N*_gc_) divided by the number of genes expected in the group and category (*E*_gc_). This expected number was calculated by multiplying the number of total genes in the interest group (*N*_g_) by the frequency of all genes in the genome that are found in the category (*f*_c_), which was determined as the number of genes in the category (*N*_c_) divided by the number of genes in the genome (*N*).

$$F=N_{\mathrm{gc}}/E_{\mathrm{gc}};E_{\mathrm{gc}}=N_{g}*f_{c};f_{c}=N_{c}/N$$

## Results and Discussion

### RNA-Seq Characterization of WT and Biofilm-Forming Strains

Our first approach aimed to identify genes that are differentially regulated between planktonic and biofilm states. To compare the transcript profiles of cells destined to form or actively forming biofilms with those of planktonic cells, as well as the impact that conditioned (biofilm-suppressing) medium has upon these processes, total RNA was purified from WT or *PilB*::Tn*5* cultures inoculated in either fresh or WT-derived conditioned medium (CM) and sampled 1 and 4 days following inoculation. Only the 4-day *PilB*::Tn*5* cultures grown in fresh BG-11 produced biofilms, so transcript profiles were processed from both planktonic and biofilm fractions from these cultures (Figure 1A). Twenty-one samples representing triplicate experiments of seven experimental conditions were depleted of ribosomal RNA and sequenced using an Illumina platform, yielding 6–8 million reads per sample. Data were aligned to the *S. elongatus* PCC 7942 genome and analyzed for differentially expressed genes (DEG) using two different software pipelines: (1) Rockhopper 2, a prokaryotic-specific RNA-seq analysis platform (Tjaden, 2015) and (2) a pipeline of published RNA-Seq software including Bowtie2 (Langmead and Salzberg, 2012) for alignment, htseq-count (Anders et al., 2015) for gene counts, and DESeq2 (Love et al., 2014) for DEG analysis, with each analysis pipeline aligning approximately 99% of trimmed reads for nearly all samples, with less than 1% of these reads mapping to ribosomal RNAs (See Supplementary Files S1 and S2 for further details). Both the WT and *PilB*::Tn*5* strains used in these experiments lack the smaller plasmid, pANS, and thus, its potential impact on biofilm formation was not assessed.

**Figure 1:**
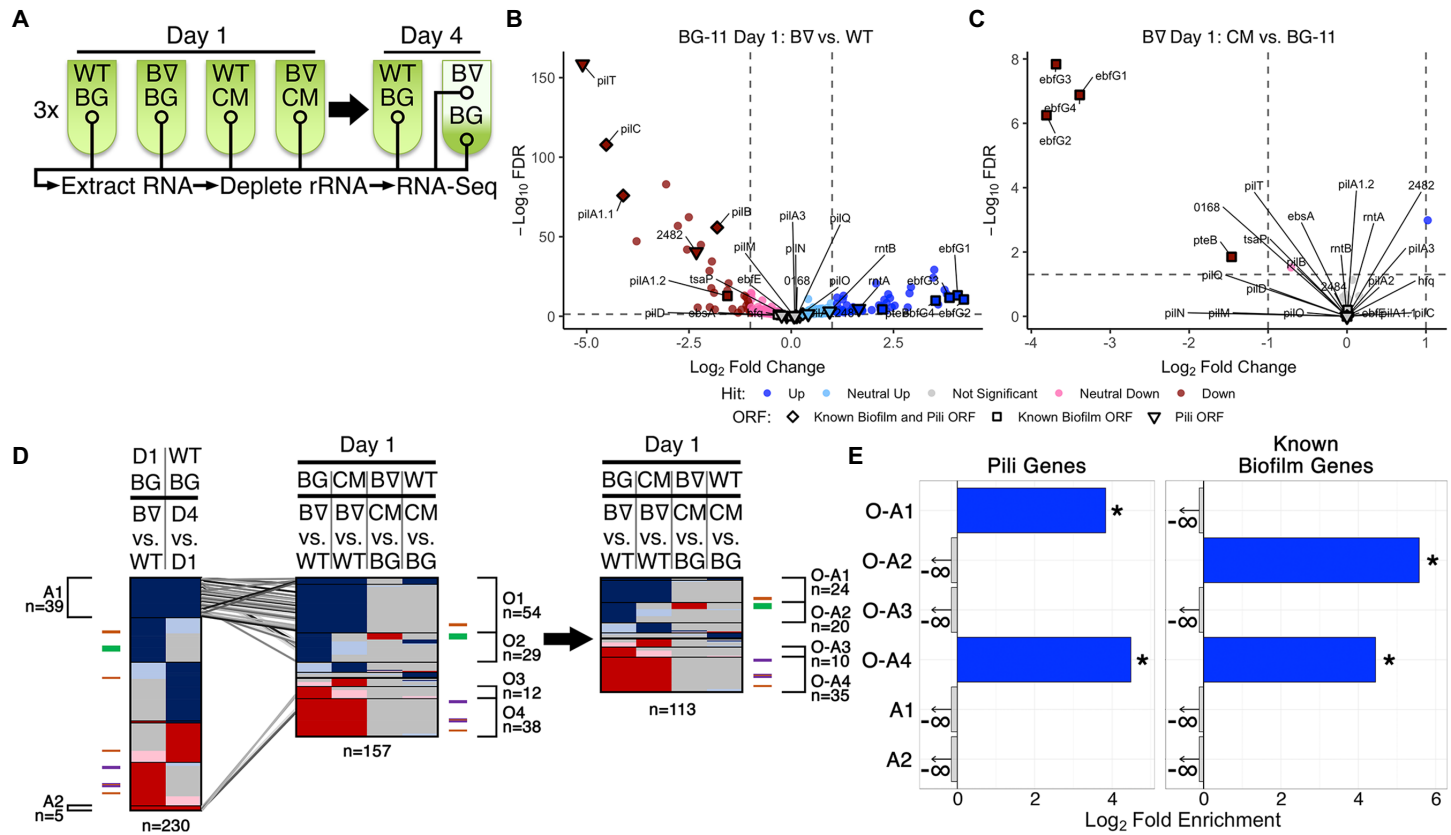
RNA-Seq of WT and *PilB*::Tn*5* and Day 1 DEG analysis. **(A)** Diagram of the time course for triplicate samples processed for Wild Type (WT) and *PilB*::Tn*5* (B∇) when placed under biofilm forming conditions in either fresh BG-11 (BG) or WT-derived conditioned media (CM). Samples (circles) include planktonic samples from all test tubes and a sample of the biofilm formed by *PilB*::Tn*5* on Day 4 in BG-11. **(B,C)** Volcano plots comparing the log_2_ fold change of pairwise comparisons of samples against their −log_10_ false discovery rate (FDR) as calculated by DESeq2. Data points are colored based on their DEG designation (“Hit”). Labeled shapes indicate known biofilm and pili ORFs. Dashed lines indicate the thresholds used for hit designation. Note that each plot is scaled individually. **(D)** Comparisons of sDEG designations (colored as in **B,C**) of ORFs (*y*-axis) from different relevant pairwise comparisons, as labeled above. The locations in the graph of known pili and biofilm ORFs are indicated by the colored ticks next to each graph (purple = biofilm and pili ORF, orange = pili ORF, green = biofilm ORF) and clusters of genes with common sDEG patterns across the *x*-axis of interest are designated with brackets and labeled with their identifiers and the number of sDEGs in the group. The number of ORFs considered in each graph is provided below the graph. On the left, the Day 1 BG-11 *PilB*::Tn*5* vs. WT pairwise comparison is compared against the WT BG-11 Day 4 vs. Day 1 comparison to identify ORFs related to the stress or density state of the culture. Those ORFs that are similarly up- or downregulated in these two pairwise comparisons (groups A1 and A2) are connected to their location in the middle graph comparing all relevant Day 1 pairwise comparisons by the diagonal lines. These ORFs were then removed from the middle graph to generate the graph on the right. **(E)** Enrichment analyses of pili genes and known biofilm genes in the O-A and A groups of interest labeled in **(D)**. Significant enrichment (FDR ≤ 0.05) is designated by solid bars and stars. Groups that do not have any of the genes analyzed are designated with a negative infinity and arrow, as appropriate for the log_2_ scale of the *x*-axis.

ANOVA analysis using DESeq across all samples demonstrated that over 65% (1,776 out of 2,729) of the ORFs encoded by the genome, including all known biofilm-related (Supplementary Table S1) and pili (Supplementary Table S2) genes except for *tsaP*, are differentially expressed between at least two experimental conditions (Supplementary File S2 Sheets 4 and 8). Additionally, Rockhopper predicted 118 noncoding RNAs (ncRNAs), of which 42 are antisense to annotated ORFs, 55 overlap with or are enclosed by previously reported potential ncRNAs (Vijayan et al., 2011; Billis et al., 2014), and one overlaps an essential intergenic region (Rubin et al., 2015; Supplementary Table S4, Supplementary File S1 Sheet 9). All but three of these predicted RNAs were differentially expressed between at least two experimental conditions. Although RNA-binding by cyanobacterial Hfq homologs so far has not been demonstrated (Schuergers et al., 2014), we hypothesize that these novel differentially expressed RNAs may represent binding targets.

Both Rockhopper and DESeq analyses were performed for all 21 pairwise comparisons of the seven experimental groups (Supplementary Files S1 Sheet 6 and S2 Sheet 5). The union of the lists of DEGs from the two analyses generated a final list of DEGs for all pairwise comparisons (Supplementary File S3 Sheets 1 and 2); the intersection of the lists proved too stringent and excluded known biofilm forming genes that the union did not.

Ten pairwise comparisons (Figures 1, 2, Supplementary Figure S2, and Supplementary File S3 Sheet 4) are relevant to the experimental variables tested: the *pilB* genetic alteration, biofilm state, time, and media conditions. While recognizing that more modest changes in expression may be biologically relevant, focusing on genes with fold changes >2, designated as strong DEGs (sDEGs), limited the total set considered among the 10 pairwise comparisons nearly four-fold from 1,867 DEGs to 508 sDEGs and resulted in a more limited range of sDEGS per pairwise comparison of 10 and 18 for those involving CM to 344 for *pilB*::Tn*5* biofilm formation over time (Supplementary Figures S1A,C and Supplementary File S3 Sheets 2 and 4), in contrast to 15, 67, and 1,332 DEGs, respectively. A summary of all sDEGs resulting from this analysis, as well as hits from the RB-TnSeq experiments discussed below, is provided in Supplementary Table S5.

**Figure 2:**
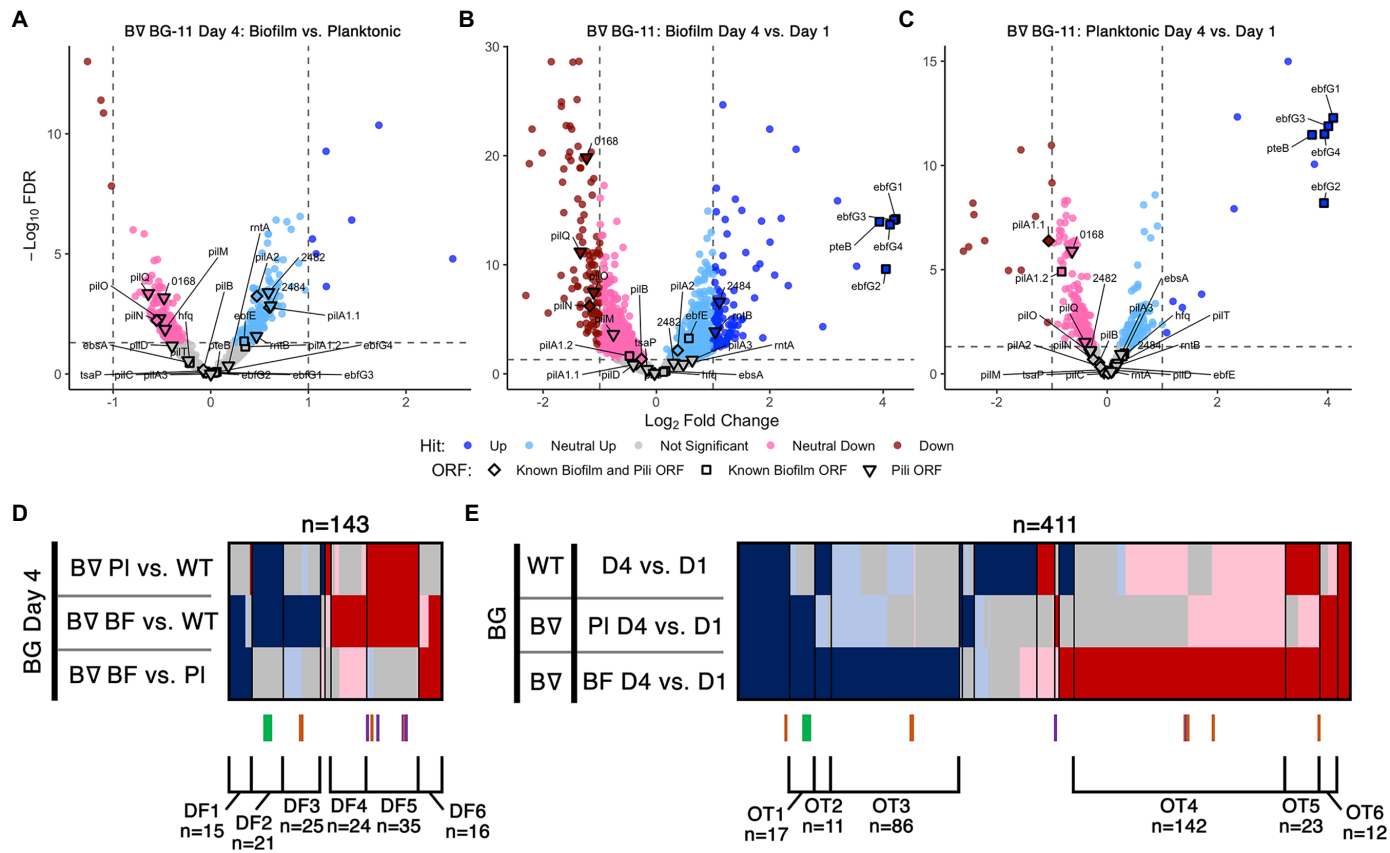
Day 4 and time course RNA-Seq analysis. Volcano plots, presented as described for Figures 1B,C, of **(A)** Day 4 pairwise comparison of *PilB*::Tn*5* biofilms vs. planktonic cells, **(B)** *PilB*::Tn*5* biofilms on Day 4 vs. *PilB*::Tn*5* on Day 1, and **(C)** *PilB*::Tn*5* planktonic cells on Day 4 vs. *PilB*::Tn*5* on Day 1. Comparison of sDEGs associated with **(D)** Day 4 and **(E)** over time are presented as described for Figure 1D.

Tracking the 29 known biofilm and pili genes (Supplementary Tables S1 and S2, and Supplementary File S3 Sheet 6) enabled evaluation of the biological significance of these results (Schatz et al., 2013; Parnasa et al., 2016; Nagar et al., 2017; Taton et al., 2020; Yegorov et al., 2021). All except 7 (*tsaP*, *pilD*, *hfq*, *ebfE*, *ebsA*, *pilA2* and the second *pilT* gene) were identified as sDEGs (Figures 1B–D, Supplementary Figure S2, and Supplementary File S3 Sheet 6). While it is reasonable that *tsaP*, *pilD*, and the second *pilT* genes do not have notable impacts on biofilm formation due to degeneracy or their encoded proteins’ roles as accessories to the pilus, the genes of the Hfq-EbsA-PilB tripartite complex (Yegorov et al., 2021) or the EbfE-PteB (Parnasa et al., 2016) maturation-secretion system play important roles that likely act at post-transcriptional levels (Zhang et al., 2020; Yegorov et al., 2021). These results demonstrate the limitations of using changes in expression level as a proxy for contribution to a particular phenotype.

### Transcriptome Comparisons of Biofilm and Planktonic Cells Reflect the Biofilm-Proficient *pilB*::Tn*5* Genotype

We initially hypothesized that the Day 4 comparisons between biofilm and planktonic samples would identify novel genes required to regulate and create the biofilm. However, the sDEG patterns instead point to transcriptional consequences of the *pilB*::Tn*5* mutation independent of its biofilm state or to the change in environment associated with existing in the biofilm (Figure 2, Supplementary Figures S2, S3). None of the known biofilm and pili genes differed sufficiently in expression between *pilB*::Tn*5* biofilms and planktonic cells to be considered as sDEGs (Figure 2A, Supplementary File S3 Sheet 6), but the majority of them were either upregulated (e.g., *ebfG* genes, named group DF2) or downregulated (e.g., *pilB* operon genes, group DF5) when comparing either of the *PilB*::Tn*5* samples against WT (Figure 2D). The sets of similarly up- or downregulated sDEGs in DF2 and DF5 are enriched for genes related to defense mechanism, motility, and proteins with predicted secretion signals (Supplementary Figures S6B,E and Supplementary File S3 Sheets 10 and 18), consistent with known alterations in the exoproteome of *PilB*::Tn*5* (Nagar et al., 2017; Parnasa et al., 2019; Yegorov et al., 2021).

Sets of 15 upregulated and 16 downregulated sDEGs correlate with the biofilm state (groups DF1 and DF6, respectively, in Figure 2D, Supplementary File S3 Sheet 10). The set of downregulated sDEGs (DF6) is enriched for Cyanobase categories of energy and inorganic ion metabolism (Supplementary Figures S5A, S6D, Supplementary File S3 Sheet 18), suggesting that biofilm cells damp down core photosynthetic, ATP synthesis, nitrate, and iron nutrient metabolisms. Upregulated sDEGs (DF1) may reflect the resource limitations and self-shaded state of the biofilm. DF1 is dominated by genes encoding hypothetical proteins (Supplementary File S3 Sheets 10 and 18) and include: *sigD/rpoD3* (sigma factor), which is typically induced under high light in PCC 7942 (Seki et al., 2007) and is also associated with survival under nitrogen deficiency (Antal et al., 2016) and resistance to oxidative stress in PCC 6803 (Li et al., 2004); and the phycobilisome degradation protein *nblA*. Other DF1 biofilm-specific upregulated sDEGs relate to stress responses including metal limitations, such as the high light-inducible *hliA* (Ruffing, 2013) and genes encoding a putative ferric uptake regulator, a cyclic-AMP binding protein, and a cupredoxin.

Day 1 and Day 4 samples were compared to identify genes that might be involved in the process of biofilm formation. Genes in the *ebfG*-cluster and *pteB* are the most upregulated sDEGs in both *PilB*::Tn*5* biofilm and planktonic samples (Figures 2B,C) and are the only non-pili biofilm sDEGs over time. Although the distributed pattern of pili sDEGs over time does not highlight any specific cluster of candidates (Figure 2E), the set of genes that are upregulated similarly to the *ebfG*-cluster in both *PilB*::Tn*5* samples over time (group OT1) is enriched with nine genes of unknown function (Supplementary Figure S7B, Supplementary File S3 Sheet 12) that may play a role in biofilm formation. Biofilm *PilB*::Tn*5* cells result in a much larger number of sDEGs (148 up; 196 down) than planktonic cells (61 up; 24 down) when compared to Day 1 samples (Figures 2B,C). Assessment of all over-time pairwise comparisons (Figure 2E, Supplementary File S3 Sheet 12) highlights 86 up (group OT3) and 142 down (group OT4) biofilm-specific sDEGs, whose overlapping composition with the sDEGs of the Day 4 comparisons and an OT4-specific enrichment for energy metabolism, motility, and unknowns (Supplementary Figure S5B, Supplementary File S3 Sheet 18) reinforce that the major changes in transcript abundance over time relate to adaptation to the self-shaded, nutrient-limited biofilm condition, rather than induction of components that control or form the biofilm phenotype.

### Day 1 Transcriptomics Highlight Regulatory and CM-Responsive Genes of Interest

The four pairwise comparisons of all Day 1 samples identified nearly all known biofilm and pili genes among the highest magnitude up- and downregulated sDEGs in the comparison of *PilB*::Tn*5* with WT (Figure 1B). Whether in fresh (Figure 1B) or conditioned media (Supplementary Figure S2), the *pilB*::Tn*5* mutation strongly decreased structural pilin gene expression, including *pilB* and downstream genes. The Day 1 data reliably capture the known genotype–phenotype associations related to biofilm regulation, as the *ebfG* genes were the most upregulated genes in *PilB*::Tn*5* compared to WT in fresh media *ebfG* genes (Figure 1B and Supplementary Figure S2), and were strongly downregulated (Figure 1C) in CM. The 54 upregulated (group O1) and 38 downregulated (group O4) sDEGs that differ between *pilB*::Tn*5* and WT on Day 1 (Figure 1D, Supplementary File S3 Sheet 8), independent of the media, are comprised of numerous Day 4 sDEGs that are associated with responses to the environment. These include upregulation of heat shock proteins Hsp20 and DnaK and an iron-stress chlorophyll-binding protein, and downregulation of heat shock protein GrpE. Some of these genes are sDEGs for WT when examined over time, suggesting that a pleiotropic effect of the *pilB*::Tn*5* mutation is early establishment of a condition that WT assumes in a more advanced culture. These sDEGs suggest that *PilB*::Tn*5* statically resembles a stationary culture, as these genes are not sDEGs when this mutant is examined over time.

To filter out the sDEGs related to this apparent constitutive-stress state, we compared the sDEGs set for *PilB*::Tn*5* vs. WT in BG-11 on Day 1, which reflects the genetic difference between the strains, against the sDEGs set for WT in BG-11 on Day 4 vs. Day 1, which presumably reflects response of the cells to aging of the culture and diminishing resources in low light-penetration conditions (Figure 1D, left). This comparison identified 39 (group A1) up- and 5 (group A2) downregulated sDEGs in both pairwise comparisons, which are enriched in proteins of unknown function and Phobius-predicted secretion signals, respectively (Supplementary Figures S4A,B, Supplementary File S3 Sheets 14 and 18). Group A1 includes stress-related genes, such as *hsp20* and the iron-stress chlorophyll-binding protein previously noted, as well as transcription regulators such as *sigF2*, which regulates dark-induced competence (Taton et al., 2020) and is associated with pili formation and desiccation tolerance in other cyanobacteria (Srivastava et al., 2021), and a Crp/Fnr transcriptional family regulator. These sDEGs support the premise that stress management genes associated with alterations in pili and protein maintenance that occur in a dense, low-light culture are regulated in WT, but are constitutively expressed at stress-response levels at all times in *PilB*::Tn*5*.

Based on this analysis, genes in groups A1 and A2 were removed from the Day 1 comparison and four primary groups of interest were identified as being up- or downregulated in *PilB*::Tn*5* independent of the media (O-A1 and O-A4, respectively) or in fresh BG-11 media only (O-A2 and O-A3, respectively; Figure 1D, Supplementary File S3 Sheet 16). While O-A1 is not further enriched for any particular functionality beyond that of pili genes (Figure 1E, Supplementary Figure S4C, Supplementary File S3 Sheet 18), this group of 24 sDEGs includes genes encoding two response regulator proteins, a histidine kinase, a glycosyltransferase, and 13 genes of unknown function that may contribute to the regulation of biofilm formation. O-A2 is enriched in known biofilm genes, predicted secreted proteins, and includes a response regulator protein, a lipoyltransferase, and 11 genes of unknown function that may participate in biofilm production along with the EbfG proteins (Figure 1E, Supplementary Figure S4D, Supplementary File S3 Sheet 16). These upregulated clusters of sDEGs highlight potential novel genes involved in biofilm formation.

Group O-A4 is enriched in known pili and biofilm genes and genes encoding proteins of unknown function, proteins involved in motility, and predicted secreted proteins (Figure 1E, Supplementary Figure S4F, Supplementary File S3 Sheets 16 and 18); these properties are consistent with potential novel biofilm-repressing genes. Two genes of interest that encode proteins with cyclic di-GMP-binding domains and GAF domains, Synpcc7942_1148 and Synpcc7942_2096, may contribute to regulation of biofilm formation through cyclic di-GMP signaling, as occurs in *Synechocystis* PCC 6803 (Agostoni et al., 2016).

The pairwise comparisons pertaining to the impact of conditioned media, Day 1 in BG-11 vs. CM for both *PilB*::Tn*5* and WT, resulted in small sets of 10 sDEGs each (Supplementary Table S6 groups IG1 and IG2), with the most prominent impact of CM being the downregulation of the *ebfG* operon genes in *PilB*::Tn*5* (Figure 1C), consistent with previous RT-PCR data (Parnasa et al., 2016). Most of these genes encode proteins of unknown function (Supplementary File S3 Sheet 16).

Overall, the RNA-Seq experiment provides an overview of the pleiotropic phenotypes associated with the *PilB*::Tn*5* mutation and a large set of genes that likely reflect the impact of the environment of the biofilm, which is self-shaded and has limited gas and nutrient exchange, rather than the active process of biofilm formation. Extensive comparative analysis does identify sDEG clusters of interest that include candidate genes for biofilm regulation, formation, and responses to conditioned media, though the majority of these potential novel biofilm genes encode proteins of unknown function and must be investigated through other means.

### RB-TnSeq Screen for Loci That Affect Biofilm Formation

A complementary approach used an RB-TnSeq assay that measures the contribution of any given gene in the genome to influence the ability of a cell to proliferate in biofilms vs. planktonic growth. We screened a pooled RB-TnSeq library of approximately 150,000 individual barcoded insertions mapped to the *S. elongatus* PCC 7,942 genome that have previously shown negligible impacts from polar effects (Rubin et al., 2015). PCR amplification and high-throughput sequencing of the barcodes quantifies changes in abundance of individual insertion mutants in the population under varying conditions, directly associating phenotypes with genotypes as has been shown for diurnal growth (Welkie et al., 2018), c-di-AMP utilization (Rubin et al., 2018), and natural competence (Taton et al., 2020). We grew replicate biological samples of the RB-TnSeq library under a variety of biofilm formation conditions, including in bubbling tubes and stationary flasks in fresh BG-11 or CM, in two separate experiments (Figure 3A). 

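RB-TnSeq follows a pooled library of transposon mutants in which every insertion carries a DNA barcode, so that the number of barcode reads assigned to a gene measures how abundant the mutants of that gene are in a sample. The deposited values used here are the authors' raw barcode counts, summed over the barcodes of each gene, for 1920 genes in 25 libraries. Of these genes, 1872 lie on the chromosome and 48 on the plasmid. The first experiment (E1) comprises 4 libraries of the starting culture (T0) and 1 library each of the biofilm and settled fractions of bubbling tubes in fresh BG-11, harvested after 21 days. The second experiment (E2) comprises 12 T0 libraries and 1 library each of 7 fractions harvested after 15 days, namely the planktonic, settled and biofilm fractions of tubes in BG-11, the settled and biofilm fractions of tubes in conditioned medium (CM), and the biofilms of stationary flasks in BG-11 and in CM. The tubes and flasks were set up in triplicate, but each fraction is 1 library, so a difference between 2 fractions has no replicate check. By the methods, E1 and E2 used different versions of the mutant library, and tubes and flasks differed in temperature as well as bubbling. Nothing in the sources used here says that the T0 libraries came from separate cultures, and p-values that rest on them measure only the spread between these libraries, which may be technical. Total counts were 897620 to 1058059 in the E1 T0 libraries (median 1033630), 2160751 in the E1 biofilm and 1549857 in the E1 settled fraction. In E2 they were 703241 to 1872829 in the T0 libraries, 312308 in the planktonic fraction and 1314424 to 2088476 in the other 6 fractions, with a median of 44 counts per gene in the planktonic fraction and 200 to 364 in the others.
The text of the paper describes a single T0 sample for E2. The fitness values listed in Supplementary File S4, of which 187 genes could be read here, follow T0 libraries 10 to 12 most closely, so these 3 libraries were taken as the E2 baseline (correlation with the listed values 0.83 to 0.958 across 130 genes in the 7 fractions, against 0.816 to 0.923 with libraries 5 to 12 and 0.584 to 0.737 with all 12). By median absolute difference from the listed values, the planktonic fraction lay closer with libraries 5 to 12 (0.167 against 0.214), and every other E2 fraction with libraries 10 to 12. This baseline is an inference, and no other sets of T0 libraries were compared. The T0 libraries behind the listed values are not given in the sources used here, so it stays open which of the 12 the authors used, and some values against all 12 follow beside those against these 3. The 12 libraries differ in the share of counts from mutants of Synpcc7942_0508, annotated as a geranylgeranyl reductase, and of Synpcc7942_0024. Together these took 0.5%, 0.47%, 0.46% and 0.53% of the counts in T0 libraries 1 to 4, 13.9%, 9.94%, 9.74%, 9.28% and 7.46% in T0 libraries 5 to 9, and 18.2%, 17.9% and 17.1% in T0 libraries 10 to 12. In the E2 fractions they took 27.8% to 42.3%, and in every E1 library 0.5% to 0.52%. Plasmid genes took 12% to 16.1% of the counts in T0 libraries 10 to 12 and 4.03% to 6.61% in the E2 fractions, against 11.2% to 12.1% in the E1 T0 libraries, 9.02% in the E1 biofilm and 10.9% in the E1 settled fraction.
Fitness was computed as the log2 ratio of a gene's count in a fraction to its summed count over the baseline T0 libraries, each with a pseudocount of 1, corrected for position along the chromosome by a running median over neighbouring genes and centred so that the most common value is 0. The plasmid genes were centred on their own median. Genes with at least 30 summed T0 counts were evaluated, which are 1912 in E1 and 1808 in E2. As in the paper, a hit is a gene with a T of at least 4 in size and a strong hit also has a fitness above 1 or below -1. T is the fitness divided by its standard error. Here this error combines the counting error with a fixed term of 0.1, and is widened to the spread of T over all genes of the fraction. Fitness is given as value ± this standard error, which holds no spread between replicate cultures. Where a comparison holds several libraries, gene counts were tested with the quasi-likelihood test of edgeR, and log2 changes are given as value ± standard error with p adjusted by Benjamini-Hochberg.

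**Figure D1:**
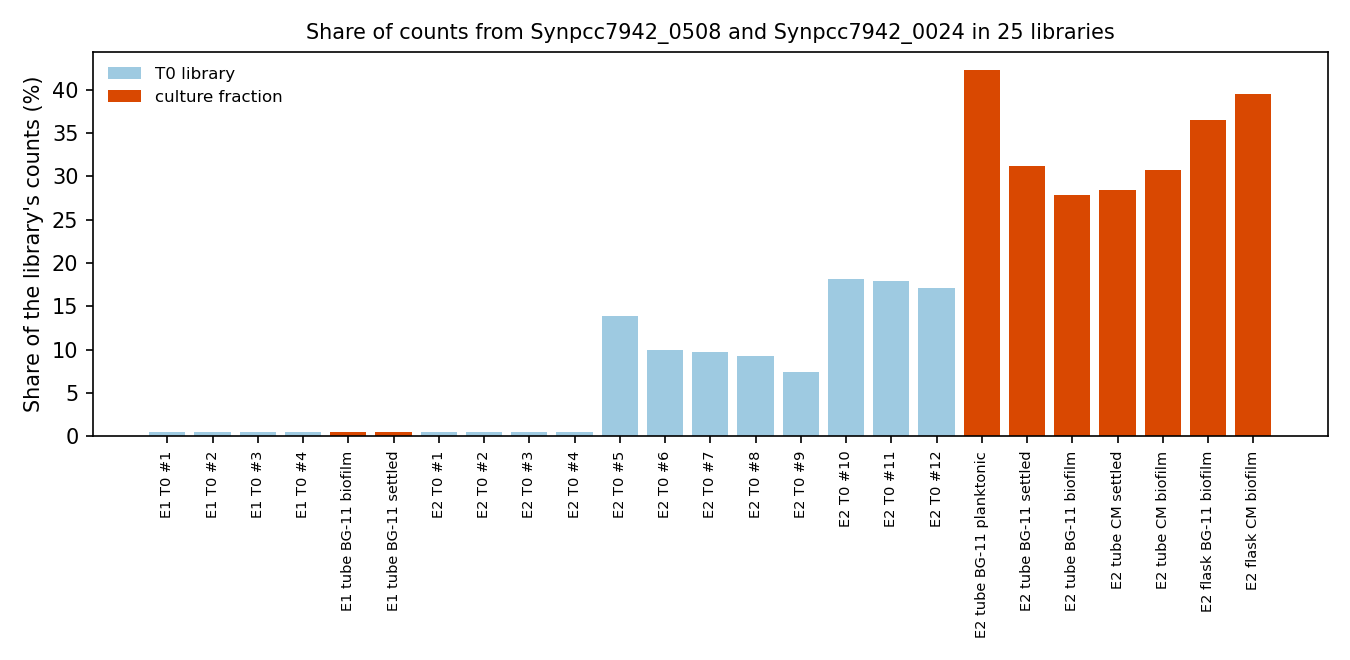
Percent of all counts that came from Synpcc7942_0508 and Synpcc7942_0024 in each of the 25 libraries, with T0 libraries in light blue and culture fractions in orange. The share is near 0.5% in all E1 libraries and in E2 T0 libraries 1 to 4, 7.46% to 13.9% in E2 T0 libraries 5 to 9, and 17.1% or more in E2 T0 libraries 10 to 12 and all E2 fractions.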

Conditions were similar to those used for RNA-Seq experiments except that biofilm formation was allowed to proceed for two-weeks to ensure sufficient biomass to perform genome extraction and barcode counting. Because the majority of the mutant cells in the library should still secrete and respond to the biofilm-repressing signal that is characteristic of the WT and its CM (Schatz et al., 2013), it was not expected *a priori* that the library could form biofilms. Therefore, we grew samples of a characterized biofilm forming mutant and a 1:1 mixture of WT and the biofilm-forming mutant in parallel with the library as controls. The transposon-mutant library samples, but not the WT, generated visible biofilms, although never to the extent observed for the biofilm mutant (Figure 3B). The 1:1 mixture of the biofilm-forming mutant and WT also produced an intermediate level of visible biofilm.

**Figure 3:**
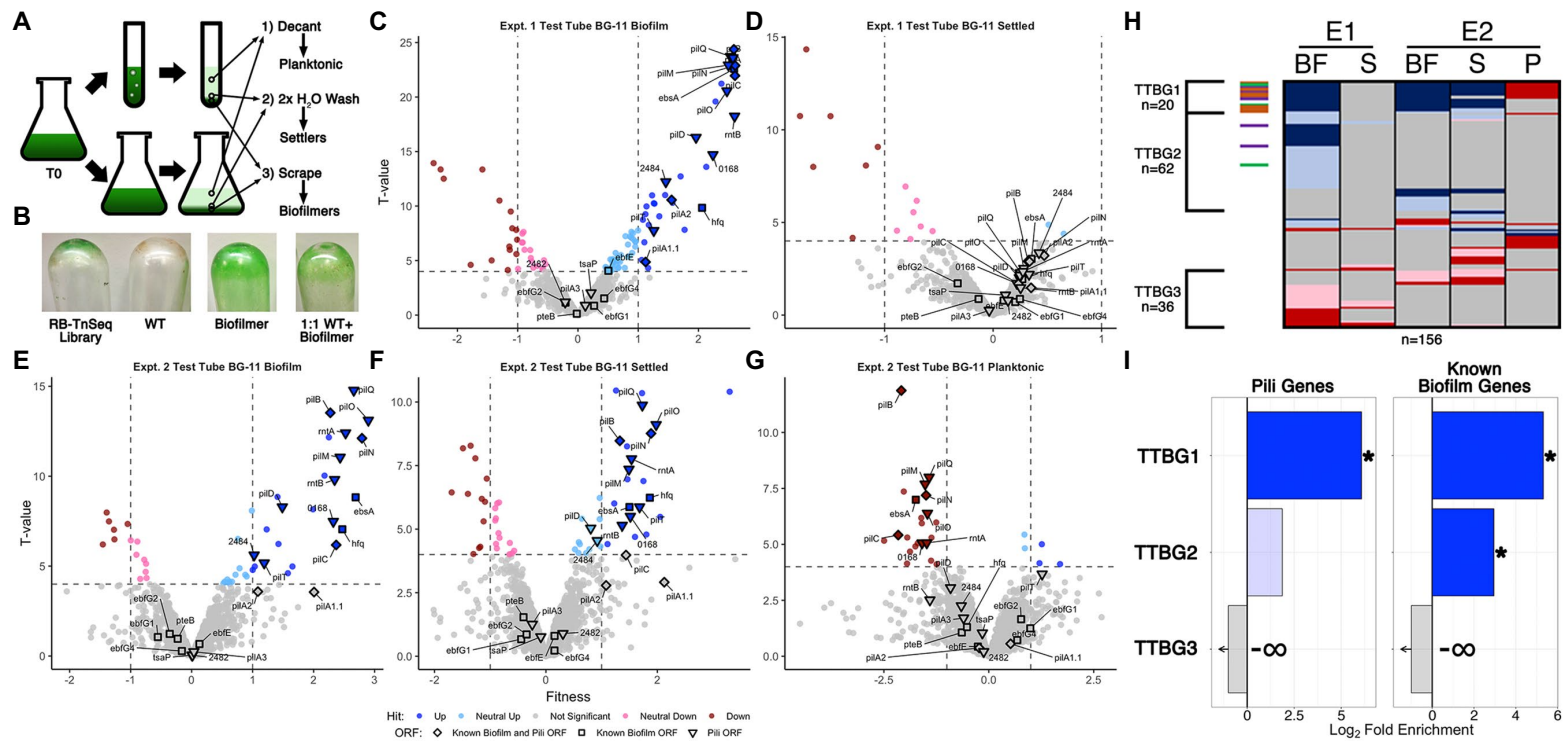
RB-TnSeq analysis of biofilm forming cultures of the pooled TnSeq library. **(A)** Diagram of the RB-TnSeq library biofilm formation experiments and collection of samples. Triplicate samples were pooled prior to DNA extraction to ensure enough biomass and material for barcode sequencing. **(B)** Representative biofilms, or lack thereof, left attached to the glass after decanting and washing steps for the RB-TnSeq library, WT, a homogeneous biofilm formation strain, and a 1:1 mixture of WT and the biofilmation strain. Volcano plots of experiment 1 (E1) test tube **(C)** biofilm (BF) fractions and **(D)** settled fractions (S), and experiment 2 (E2) test tube fractions in BG-11 **(E)** biofilm, **(F)** settler, and **(G)** planktonic (P) fractions, presented as described for Figures 1B,C except that the *x*-axis is the fitness value and the *y*-axis is the T-value statistic. **(H)** Comparison of hit data for ORFs with significant fitness value changes, presented as described for Figure 1D, for all BG-11 test tube fractions. **(I)** Enrichment analyses for pili and known biofilm genes in the clusters of hits identified in **(H)** are presented as described for Figure 1E.

Biofilm-forming library cultures were fractionated into three samples for barcode counting: (Donlan and Costerton, 2002) planktonic cells that were removed by decanting the media, (Harrison et al., 2019) settled cells that were removed from the emptied test tubes with gentle water washes, and (DePas et al., 2014) sessile cells that required scraping to be removed from the glass culture vessels (Figure 3A). The planktonic sample from one replicate experiment did not produce usable sequence data. For all other experiments, the abundance of barcodes of individual transposon insertions were counted and used to calculate fitness values and statistical significance *T*-values for individual genes that reflect the abundance of those mutant genes in each fraction relative to their abundance in the starting culture (Wetmore et al., 2015). 

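In the E1 tube biofilm, 106 of 1912 genes were hits. The most enriched mutants lacked pilus assembly genes, among them pilQ, the outer membrane secretin (fitness 2.63 ± 0.12), and pilC, a platform protein (2.60 ± 0.13). The most depleted were insertions in Synpcc7942_1849, the sigma factor gene sigC (-2.56 ± 0.17), and Synpcc7942_0556, a transcriptional regulator gene (-2.36 ± 0.19). The E1 settled fraction gave 31 hits, of which Synpcc7942_1849 (-1.88 ± 0.14) and Synpcc7942_1703, an alpha-mannosidase gene (-1.80 ± 0.11), were the lowest. Among 1808 genes in E2, the tube fractions in BG-11 gave 17 hits in the planktonic, 46 in the settled and 52 in the biofilm fraction. Hits included Synpcc7942_1751 insertions in the planktonic fraction (2.75 ± 0.45) and Synpcc7942_2369 insertions, in an efflux protein gene, in the biofilm (-1.70 ± 0.28). Tubes in CM gave 67 hits in the settled and 43 in the biofilm fraction, and flasks 48 in BG-11 and 44 in CM. Mutants of Synpcc7942_0494, a hypothetical protein, were a hit in the BG-11 flask (2.96 ± 0.33). With all 12 T0 libraries the E2 counts were 35, 54 and 47 in the BG-11 tube fractions in the same order, 70 and 36 in CM tubes, and 48 and 54 in flasks; 11 of the planktonic hits were shared between the baselines and 21 to 46 of the hits in the other fractions. In counts simulated at the depth of each library, a log2 change of 1 was recovered for 54 of 100 genes in the planktonic fraction and for 84 to 96 of 100 in the others. The simulated counts lack the spread between genes that widened the errors in the data. These shares are therefore no measure of power for the hits given here.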

The number of genes identified with statistically significant fitness value changes, called hits, in each fraction ranged from 16 to 103 (Supplementary Figure S1, Supplementary File S4 Sheet 3), much smaller than the initial DEG ranges observed for RNA-Seq, but similar to the ranges of sDEGs acquired after filtering for strong fold changes (Supplementary Figures S1A,C). In total, 195 genes were classified as hits in at least one of the examined samples, with 108 having absolute fitness scores greater than 1. These hit counts are both substantially reduced compared to, and have little overlap with, the sDEGs in the RNA-Seq experiment (Supplementary Figure S10, Supplementary Table S5), indicating that the RB-TnSeq data set provides a distinctly different perspective on biofilm formation than does RNA-Seq.

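Over the genes evaluated in both experiments, 174 were a hit in at least 1 of the 9 fractions, and 123 of these a strong hit. Insertions in Synpcc7942_1362, which encodes a hypothetical protein, were hits in every fraction except the E1 settled one, with fitness from 0.69 in the E1 biofilm to 3.04 ± 0.28 in the CM flask. Mutants of Synpcc7942_0508 were positive hits in all 7 E2 fractions (0.97 to 1.73) and in neither E1 fraction (0.35 ± 0.12 and 0.04 ± 0.10). A few genes took opposite directions between fractions. Mutants of Synpcc7942_1703 were depleted from the E1 biofilm (-1.66 ± 0.13) and enriched in the E2 flask in BG-11 (1.95 ± 0.29), and those of Synpcc7942_2142 were depleted from the E1 settled fraction (-0.64 ± 0.11) and enriched in the flask in BG-11 (2.77 ± 0.29). Of the hits, 4 genes lie on the plasmid. With the 12 T0 libraries as baseline the totals were 188 hits and 143 strong hits among 1906 genes, and Synpcc7942_0508 reached 2.32 to 3.09. With T left at its counting value the totals rose to 611 and 287.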

Although the majority of genes, 1,725 or 89.8% of the 1,920 ORFs examined, show no significant fitness changes in any fraction examined (Figures 3, 4, Supplementary File S4 Sheet 3), insertions in these genes were readily detected in all fractions (Supplementary File S4 Sheet 1). These results indicate that the biofilm is composed not only of the mutants specially enriched in that fraction, but also of recruited or captured mutants that are also present in the planktonic fraction. It follows that a mutant that is under-represented in the biofilm may either be less fit to grow in the matrix or less likely to be recruited. 

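Of the genes evaluated in both experiments, 1629 or 90.3% were a hit in no fraction, and 1598 of them had at least 1 count in each of the 9 fractions. The competence genes, whose products take up DNA, are an example, with a hit for none of 5 genes in any fraction. Insertions in comEC (Synpcc7942_2458), the channel for incoming DNA, had a fitness of -0.05 ± 0.12 in the E1 biofilm and -0.04 ± 0.17 in the E2 tube biofilm in BG-11. The pilin-like genes pilA3 (0.07 ± 0.14 and 0.07 ± 0.21 in these biofilms) and pilW (0.04 ± 0.14 and -0.11 ± 0.21) were not hits there either, and pilW insertions had 0.75 ± 0.34 in the BG-11 flask. Detected genes made up 98.1% of them in the planktonic fraction, 99.9% in the CM flask and 100.0% in the other 7 fractions. The planktonic library had 0 counts for 100 of the 1920 genes, so a gene missing from it alone was not shown to be absent at this depth. The share without a hit was 90.1% of 1906 genes against all 12 T0 libraries, and 66.1% with T left at its counting value.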

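Across the 4 E2 biofilms (tubes and flasks, BG-11 and CM), the mutants of 246 of 1808 genes rose and those of 274 fell against the 3 T0 libraries (edgeR, adjusted p under 0.05), most of them by less than log2 1, since 61 of the higher and 70 of the lower exceeded it. Enriched mutants included those of Synpcc7942_1362 (log2 change 2.35 ± 0.32, adjusted p = 0.00239, higher in all 4 biofilms), of the major pilin gene pilA1.1 (2.30 ± 0.22, adjusted p = 0.00132) and of the porin gene Synpcc7942_1635 (1.94 ± 0.15, adjusted p = 0.000956). Among the depleted were those of Synpcc7942_2369 (-1.73 ± 0.09, adjusted p = 7.95e-05) and of Synpcc7942_1680, a sulfate transport permease gene (-1.53 ± 0.19, adjusted p = 0.00172). Insertions in 45 of the 48 plasmid genes fell and none rose, beside a plasmid share of counts that was lower in every E2 fraction than in the T0 libraries. When T0 library 10, 11 or 12 was left out, 87, 99 or 102 genes rose and 138, 150 or 143 fell, and the counts were 331 and 356 against all 12 T0 libraries and 519 and 501 against libraries 5 to 12. From the detection of most insertions in all fractions without a significant change in fitness, the paper concludes that a biofilm holds recruited or captured mutants, also found among planktonic cells, as well as those enriched in it.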

Volcano plots demonstrate that more gene knockouts result in increased prevalence in the biofilm (positive hits) than decreased prevalence (negative hits; Figures 3C,E, 4A,C,D). 

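Enriched mutants outnumbered depleted ones in all 5 biofilms, with 74 positive and 32 negative hits in the E1 tubes, 43 and 9 in the E2 tubes in BG-11, 37 and 6 in the E2 tubes in CM, 48 and 0 in the BG-11 flasks and 44 and 0 in the CM flasks. Depleted mutants of the E1 biofilm included those of the histidine kinase gene Synpcc7942_2242 (-2.26 ± 0.16) and of Synpcc7942_1703. In the E2 tubes in BG-11 they included Synpcc7942_1682, a sulfate transport permease (-1.24 ± 0.25), and Synpcc7942_0340 (-1.22 ± 0.25), and in CM Synpcc7942_1172, an apolipoprotein N-acyltransferase (-1.47 ± 0.34), and Synpcc7942_1945, an excinuclease subunit (-1.41 ± 0.32); against all 12 T0 libraries Synpcc7942_1682, Synpcc7942_0340 and Synpcc7942_1945 were not hits (-0.78, -1.42 and -1.59). Strong negative hits numbered 16 in the E1 biofilm and 6 in each E2 tube biofilm. Without T0 library 10 the BG-11 flasks had 1. The balance depends on how fitness was centred. With a plain median over all genes in place of the position correction, the separate median of the plasmid genes and the centring on the most common value, positive and negative hits were 68 and 32 in the E1 tubes, 41 and 47 in the E2 tubes in BG-11, 28 and 45 in the E2 tubes in CM, 45 and 28 in the BG-11 flasks and 36 and 12 in the CM flasks. With all 12 T0 libraries and the first centring they were 38 and 9, 27 and 9, 45 and 3, and 52 and 2 in the 4 E2 biofilms in that order.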

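Mutants of all 7 measured genes that Table S1 lists as biofilm repressors were enriched in tube biofilms in BG-11 over both experiments (edgeR, 1 biofilm library per experiment against 4 and 3 T0 libraries, adjusted p under 0.05; 7 also adjusted over the list alone). Insertions in pilB, the ATPase that extends the pilus, rose by a log2 change of 2.33 ± 0.09, adjusted p = 3.66e-08, and the biofilm libraries of both experiments were above their T0 libraries. Those in hfq, an RNA chaperone, rose by 2.41 ± 0.07, adjusted p = 1.8e-09, and those in ebsA, which is needed for pili, by 2.39 ± 0.07, adjusted p = 1.86e-09. Of 20 type IV pilus genes, 15 rose and none fell (15 and 1 adjusted over the list alone), with the largest changes in pilO (2.87 ± 0.14, adjusted p = 1.44e-07) and pilP (2.75 ± 0.10, adjusted p = 2.13e-08), both parts of the alignment complex in the envelope. The 5 that did not pass were pilA3, pilW, Synpcc7942_0847, Synpcc7942_2349 and Synpcc7942_2482. Both lists stood above the other genes by camera (adjusted p = 1.88e-60 for the repressors and 8.25e-101 for the pilus genes), and did so with adjusted p = 0.000313 and 7.8e-05 with an estimated correlation. By fraction, 14 of 20 pilus genes were positive hits in each biofilm and 0 negative ones (median fitness 1.79 in E1 and 1.70 in E2). With all 12 E2 T0 libraries, 9 were positive hits in the E2 biofilm, and over both experiments 6 of 7 repressors and 11 of 20 pilus genes rose. pilA1.2 was not analysed here.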

Positive hits in the fresh media test-tube experiments are dominated by known pili and biofilm genes whose loss enable film formation, such as *pilB*, while no pili or biofilm genes are present as negative hits in the biofilm fractions. Notably, the *ebfG* operon and *pteB* genes that prevent film formation when knocked out in a *PilB*::Tn*5* background show no significant changes in fitness in any of the experiments, indicating that these mutants can be incorporated into a biofilm even when they are not producing the critical elements for biofilm formation themselves (Supplementary File S4 Sheet 5). 

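Insertions in the biofilm enhancer genes were hits in none of the 9 fractions. In the E1 and E2 tube biofilms in BG-11, fitness was -0.02 ± 0.16 and -0.17 ± 0.39 for pteB, a transporter gene, 0.37 ± 0.29 and -0.05 ± 0.83 for ebfG4, 0.17 ± 0.26 and -0.55 ± 0.71 for ebfG1, and -0.26 ± 0.20 and -0.26 ± 0.48 for ebfG2. Over both experiments, pteB had a log2 change of -0.10 ± 0.10, adjusted p = 0.624, and ebfE, part of the export machinery of EbfG proteins, was the 1 of 5 listed enhancers to pass (edgeR, 0.38 ± 0.07, adjusted p = 0.00458; 1 of 5 adjusted over the list alone as well); without the E1 biofilm library it did not (0.20). The list as a whole did not stand apart (camera adjusted p = 0.913). T0 counts were low, 35 for ebfG4 and 64 for ebfG1 over the 3 E2 T0 libraries, so that with standard errors up to 0.83 a change of log2 1 was not detectable for them in that biofilm. Against all 12 E2 T0 libraries the E2 biofilm values were -1.21 for pteB, -0.96 for ebfG4, -1.48 for ebfG1 and -1.08 for ebfG2, again without a hit. EbfG3 was not analysed here.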

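Mutants of pilus genes and of Synpcc7942_0388, a glycosyltransferase gene, took different values in the settled fractions of E1 and E2 tubes in BG-11. Insertions in pilB had a fitness of 0.34 ± 0.10 in E1 and 1.14 ± 0.20 in E2, those in pilO, another pilus assembly gene, 0.19 ± 0.10 and 2.27 ± 0.21, and those in Synpcc7942_0388 -0.14 ± 0.26 and 3.73 ± 0.59, each a hit in E2 and not in E1 (Synpcc7942_0388 rests on 33 summed E2 T0 counts). Of the 7 biofilm repressors of Table S1, 2 were positive hits in E1, namely hfq (0.61 ± 0.11) and ebsA (0.44 ± 0.11, not a hit with a pseudocount of 5), and 6 in E2 (5 against all 12 T0 libraries), with median fitness 0.33 and 1.22. Insertions in Synpcc7942_1703 and Synpcc7942_0007 were hits in opposite directions, the latter at -0.46 ± 0.11 in E1 and 1.35 ± 0.22 in E2, a gene named after its values were seen. Across genes, which are not independent replicates, the Pearson correlation of settled fitness between the experiments was 0.125, within the -0.08 to 0.135 of simulated unchanged fractions. With the 12 T0 libraries it was 0.123, where the simulated values were -0.092 to 0.11. For the tube biofilms it was 0.357, against -0.091 to 0.084 (0.198 with the 12, against -0.09 to 0.098). Spearman's rho, for which no range was simulated, was 0.093 in the settled fractions and 0.142 in the biofilms (0.117 and 0.091 with the 12). Within the same tubes, settled and biofilm fitness correlated at 0.566 in E1 and 0.824 in E2, where unchanged fractions sharing the T0 libraries gave 0.304 and 0.264. The covariances were 0.0477 and 0.1783, against simulated 0.0042 and 0.0076. With the E1 T0 libraries split so that no control was shared, the E1 correlation was 0.488. The 3 E2 T0 libraries leave no split with 2 on each side, so part of the E2 excess may come from shared controls. Over the 3 tube sets, with the set as a block, edgeR called 0 genes different between settled and biofilm fractions (62 at an unadjusted p under 0.05), and DESeq2 called 0 as well (10 at an unadjusted p under 0.05). The sets differed in direction, as the median settled minus biofilm fitness of 20 pilus genes was -1.43 in E1, -0.47 in E2 BG-11 and 1.32 in E2 CM tubes. The test averages such shifts and does not show that the fractions were alike.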

Analysis of the settled fractions from both test tube experiments show inconsistent results (Figures 3D,F). This inconsistency may be due to differences in the strength of the biofilms’ attachment to the glass vessel, so that wash steps differed in dislodging some of the biofilm as part of the settler sample. Nonetheless, the depletion of pili-related gene mutants and the *ebsA* mutant, which is known to lack pili (Yegorov et al., 2021), from the planktonic fraction is consistent with the lack of pili resulting in faster rates of sedimentation (Nagar et al., 2017; Figure 3G, Supplementary File S4 Sheet 5). 

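Mutants of 3 pilus assembly genes were the negative hits of the planktonic fraction. They lacked pilB (-2.21 ± 0.41), pilN (-1.91 ± 0.47) and pilM (-1.84 ± 0.45), the latter pair parts of the alignment complex. Insertions in other genes of the apparatus also had values below 0 that were not hits, as for pilC (-2.83 ± 0.83), rntA (-2.03 ± 0.68), pilQ (-1.53 ± 0.38) and pilO (-1.40 ± 0.45). The same holds for ebsA (-1.75 ± 0.54). The 20 pilus genes had a median fitness of -0.89 and the 7 biofilm repressors one of -1.75, at percentile 0 among 10000 random lists matched on T0 counts, as a description of this library (-1.03 and -1.31 with all 12 T0 libraries). Members that went the other way included pilT, the ATPase that retracts the pilus (1.70 ± 0.53), and pilA1.1, the major pilin gene (1.12 ± 1.77, on 3 counts), and 2 of the 7 repressors, pilA1.1 and pilA2 (0.03), lay above 0. Against all 12 T0 libraries pilB remained a hit (-1.66), while pilN (-1.62) and pilM (-1.55) did not. With a plain median over all genes pilN fell just short of a hit (-1.89), while pilQ was one with a pseudocount of 5 (-1.62) and without T0 library 10 (-1.52) or 11 (-1.55). At the depth of this library a simulated log2 change of 2 was recovered for 72 of 100 genes. The simulated counts lack the spread between genes that widened the error here by 2.325, so this share is no measure of power in the data.

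**Figure D2:**
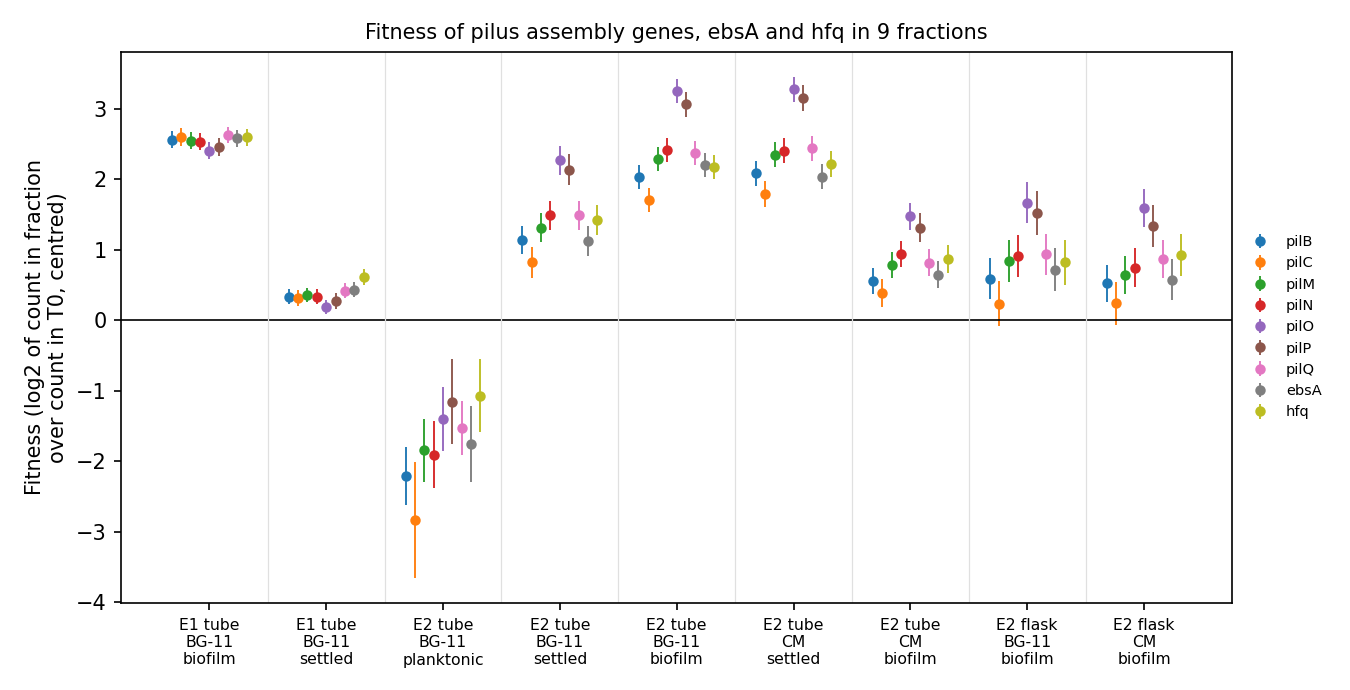
Fitness (log2 of the count in a fraction over the count in T0, centred) of mutants of 9 pilus and biofilm repressor genes in each of the 9 fractions, with 1 library per fraction. Bars are 1 standard error, derived from the counts and a fixed term of 0.1, and widened by the spread of T over genes. Values of these 9 genes lie above 0 in the tube biofilms of both experiments and below 0 in the planktonic fraction, where pilT (1.70) and pilA1.1 (1.12), which are not plotted, lie above 0.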

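Outside the known pilus and biofilm genes, low planktonic values with wide errors were seen for insertions in Synpcc7942_0573, a hypothetical protein (-2.17 ± 1.09), Synpcc7942_1450, an ATPase (-2.05 ± 0.52), Synpcc7942_0051, a TPR repeat protein (-1.87 ± 0.83), and Synpcc7942_1682 (-1.86 ± 0.85). The 13 genes of group IG3 in Table S6, which include these, had a median fitness of -1.61 and 0 hits (-1.31 and 0 hits with all 12 T0 libraries). The study chose the group on these libraries, so its direction is not independent evidence. Its other members ranged from -0.78 ± 0.30 for Synpcc7942_0401, a diacylglycerol kinase, to -1.64 ± 1.09 for Synpcc7942_0186, a DNA polymerase, with Synpcc7942_1139 (-1.63 ± 0.43) and the chemotaxis gene Synpcc7942_0860 (-1.60 ± 0.70) between them. Insertions in Synpcc7942_0401 had 0.16 against all 12 T0 libraries. Across the 4 E2 biofilms, 8 of the 13 fell and 0 rose (edgeR; 11 and 1 adjusted over the list alone), among them Synpcc7942_0573 (-1.31 ± 0.27, adjusted p = 0.0111) and Synpcc7942_2242 (-0.36 ± 0.06, adjusted p = 0.00543). The group's shift had camera adjusted p = 0.000345, and adjusted p = 0.355 with an estimated correlation. With T0 library 10, 11 or 12 left out 4 fell each time, and with the 12 T0 libraries 4 fell and 1 rose. With a pseudocount of 5 Synpcc7942_1450 was a hit (-2.07), and so it was without T0 library 12 (-2.09).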

Of the remaining 13 genes identified as strong negative hits (fitness < −1) in the planktonic fraction that are not known pili or biofilm associated genes (Supplementary Table S6 group IG3, Supplementary File S4 Sheet 8), 11 are predicted to encode proteins with secretion motifs (Supplementary Table S6 group IG4) but were not detected previously in the exoproteomes of WT, *PilB*::Tn*5*, 1,127 Ω, or *PilB*::Tn*5* /1127Ω (Nagar et al., 2017; Parnasa et al., 2019). These genes either play some role in maintaining buoyancy or affect growth in the context of a biofilm.

**Figure 4:**
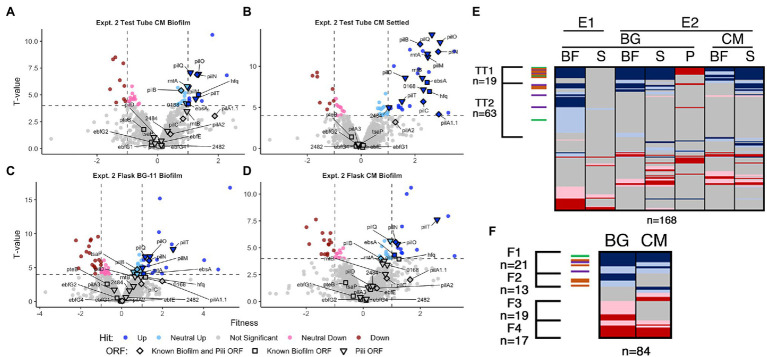
Conditioned media and flask RB-TnSeq analysis Volcano plots of CM test tube **(A)** biofilm and **(B)** settled fractions, and biofilm fractions from flask experiments with **(C)** BG-11 and **(D)** CM, are presented as described for Figures 1B,C. Comparison of fractions associated with **(E)** all test tube experiments and **(F)** flask experiments presented as described for Figure 1D.

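Insertions in pilN, rntA and rntB were enriched in the tube biofilms of both experiments, with log2 changes of 2.50 ± 0.04, 2.51 ± 0.04 and 2.43 ± 0.05 (adjusted p = 8.59e-11 for each, edgeR, E1 and E2 biofilms each against its own T0 libraries, with experiment as a block). Those in Synpcc7942_0556, a transcriptional regulator gene, fell (-1.40 ± 0.30, adjusted p = 0.0127). In all, the mutants of 159 genes rose and those of 120 fell, 27 and 6 of them by more than log2 1, and 38 of the 48 plasmid genes were among the lower. Of the strong positive hits, 22 were shared by the E1 biofilm with 37 and the E2 biofilm with 32, where independent lists would share 0.66 (15 of 38 and 37 with all 12 E2 T0 libraries). Strong negative hits numbered 15 and 6 with 0 in common. Without the E1 biofilm library 322 rose and 294 fell, without the E2 biofilm library 249 and 193, and with an E1 T0 library left out 71 to 97 fell, against 39 and 6 of 1906 with the 12 E2 T0 libraries. Hits in opposite directions included Synpcc7942_1680, a sulfate transport permease, with 0.66 ± 0.16 in the E1 and -1.63 ± 0.38 in the E2 biofilm, and Synpcc7942_1130, a Ser/Thr phosphatase (0.51 ± 0.12 and -1.03 ± 0.23). With the 12 T0 libraries Synpcc7942_1680 was not a hit in E2 (-1.26), and with a plain median Synpcc7942_1130 was not in E1 (0.49).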

Comparative analysis of all fresh media test-tube experiments revealed three clusters of genes that represent consistent biofilm formers (TTBG1), and biofilm formers (TTBG2) or biofilm-depleted mutants (TTBG3) identified in one or more but not all of the experiments (Figure 3H, Supplementary File S4 Sheet 9). 

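Insertions in the major pilin gene pilA1.1 had a fitness of 1.15 ± 0.24 in the E1 and 2.47 ± 0.49 in the E2 tube biofilm in BG-11. Those in ntcB, a regulator of nitrogen assimilation, were depleted from the E1 biofilm (-1.07 ± 0.20) and had 0.41 ± 0.24 in the E2 biofilm. The E2 values against all 12 T0 libraries were 1.39 for pilA1.1, no longer a hit, and 1.15 for ntcB. The group named TTBG2 holds pilA1.1, pilA2 and ebfE. Of its members, 41 of 61 were positive hits in the E1 biofilm and 10 of 62 in the E2 biofilm, with 0 negative hits in both (9 positive and 2 negative with all 12 T0 libraries). In the group named TTBG3, 25 of 36 were negative hits in E1 and 4 of 33 in E2 (1 with the 12). Over both experiments 38 of the 61 evaluated TTBG2 genes rose and 1 fell (edgeR; 48 and 1 adjusted over the list alone), with camera adjusted p = 1.96e-12 and adjusted p = 0.0649 with an estimated correlation. The 12 E2 T0 libraries left 11 higher and 0 lower, and without the E1 biofilm library 29 rose and 8 fell. The study formed both groups on these libraries, so the directions are not independent evidence. TTBG3 also holds Synpcc7942_2349, annotated among the pilus genes of Table S2 (-0.21 ± 0.14 in the E1 biofilm and -0.19 ± 0.18 in the E2 biofilm).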

TTBG2 is enriched only in known biofilm genes (Figure 3I, Supplementary Figure S8, Supplementary File S4 Sheet 14), and TTBG3 lacks any known pili or biofilm genes. 

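Mutants of the alignment complex genes pilO and pilM and of the gene rntA were among the most enriched in both tube biofilms in BG-11, with a fitness of 2.41 ± 0.12, 2.55 ± 0.12 and 2.58 ± 0.12 in E1 and 3.25 ± 0.17, 2.29 ± 0.17 and 2.42 ± 0.17 in E2. All 20 genes of TTBG1 were positive hits in each biofilm, with medians of 2.42 and 2.09. The group was formed by the study on these libraries, so this is not independent evidence. Over both experiments 19 of the 20 rose and 0 fell (edgeR; 19 adjusted over the list alone), and the group stood above other genes by camera (adjusted p = 6.09e-261, and 2.73e-05 with an estimated correlation). The member that did not pass was the plasmid gene Synpcc7942_B2646. By fraction, 19 of the 20 were also positive hits in the E2 settled fraction and 5 in the E1 settled fraction, and 3 were negative hits in the planktonic one. Against all 12 T0 libraries, 14 of the 20 were positive hits in the E2 biofilm and 16 rose over both experiments.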

TTBG1 includes six new loci in addition to 14 known pili and biofilm mutants. Significantly, known biofilm genes that were never identified as sDEGs in the RNA-Seq analysis are present in TTBG1 (*pilD, hfq,* and *ebsA*) and TTBG2 (*ebfE* and *pilA2*). Thus, the remaining six genes in TTBG1, which include genes encoding a sigma factor, a response regulator, and a two-component sensor histidine kinase, represent likely candidates (Supplementary Table S6 group IG5) for genes that participate in the self-suppression of biofilm formation, of which only Synpcc7942_0464, encoding a hypothetical protein, was a sDEG in the RNA-Seq analysis. 

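Insertions in pilD, the peptidase that processes prepilins, had a fitness of 1.93 ± 0.12 in the E1 and 1.68 ± 0.19 in the E2 tube biofilm in BG-11, and those in hfq 2.60 ± 0.12 and 2.18 ± 0.17. For ebsA the values were 2.58 ± 0.12 and 2.20 ± 0.17, and pilA2, a pilin gene, had 1.66 ± 0.15 in E1 and was also a hit in E2. The values given were all hits. Insertions in ebfE were not, at 0.48 ± 0.14 and 0.24 ± 0.31. Over both experiments, pilD rose by a log2 change of 1.82 ± 0.05, adjusted p = 8.28e-10, and pilA2 by 1.47 ± 0.10, adjusted p = 3.06e-06 (edgeR). Against all 12 T0 libraries pilD had 0.36 in the E2 biofilm and was not a hit, ebsA and hfq reached 2.69 and 2.48, and pilA2, at 1.25, was not a hit.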

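Over both tube biofilms, mutants of Synpcc7942_1139, a hypothetical protein, rose by a log2 change of 2.21 ± 0.07, adjusted p = 5.87e-09, and those of the sigma factor gene sigF1 by 2.21 ± 0.05, adjusted p = 1.91e-10 (edgeR). Insertions in Synpcc7942_0464, another hypothetical protein, rose by 1.61 ± 0.10, adjusted p = 1.36e-06, those in Synpcc7942_1110, a response regulator, by 1.17 ± 0.05, adjusted p = 1.05e-07, and those in Synpcc7942_0051 by 1.11 ± 0.06, adjusted p = 5.1e-07. These 5 of the 6 genes of group IG5 passed, also adjusted over the list alone, and the group as a whole did with camera adjusted p = 1.6e-34, or adjusted p = 8.41e-05 with an estimated correlation. The study chose the group on these libraries, so its direction is not independent evidence. The plasmid gene Synpcc7942_B2646, a sensor histidine kinase, had a log2 change of 0.05 ± 0.09, adjusted p = 0.75. Its fitness, centred on the plasmid genes, was 0.48 ± 0.12 in the E1 and 0.98 ± 0.18 in the E2 biofilm, and with a plain median over all genes 0.18 and -0.07. With the 12 T0 libraries it was -0.90 in E2. Of 5 transcription regulators of Table S2, sigF1 was the 1 that rose and 0 fell (1 and 0 adjusted over the list alone; camera adjusted p = 0.000376, and 0.0234 with an estimated correlation).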

The 59 novel hits in TTBG2 (Supplementary Table S6 group IG6, Supplementary File S4 Sheet 9) may also participate in the self-suppression of biofilm formation, prevent sedimentation, or prevent attachment to a growing biofilm because mutations that affect any of these processes would increase propensity for inclusion in the biofilm. 

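Among the 59 genes of group IG6, insertions in Synpcc7942_0052, a hypothetical protein (1.69 ± 0.18), in Synpcc7942_0817, a ferric uptake regulator family gene (1.63 ± 0.14), and in Synpcc7942_1438, an anti-sigma regulatory factor (1.53 ± 0.15), were enriched in the E1 tube biofilm, where 39 of 58 were positive hits. In the E2 tube biofilm in BG-11 their values were 0.55 ± 0.26, 0.21 ± 0.21 and -0.24 ± 0.65, and 8 of 59 were positive hits, among them Synpcc7942_1152, a rare lipoprotein A (1.32 ± 0.21, not a hit against all 12 T0 libraries). The aminopeptidase gene Synpcc7942_0075, with 2.19 ± 0.15 in E1, had -0.39 ± 0.95 in E2 on 31 summed T0 counts. Over both experiments 35 of 58 rose and 1 fell (edgeR; 45 and 1 adjusted over the list alone), with camera adjusted p = 6.46e-11 and adjusted p = 0.0774 with an estimated correlation. The study chose the group on these libraries, so its direction is not independent evidence. Without the E1 biofilm library 27 rose and 8 fell, and the log2 change of Synpcc7942_1438 turned from 1.26 to -0.35. With the 12 E2 T0 libraries 10 rose.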

TTBG2 is enriched for proteins conserved among cyanobacteria or involved in translation and ribosomal biogenesis (Supplementary File S4 Sheet 14), and it is unclear how they affect biofilm formation. 

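Insertions in Synpcc7942_0355, which encodes ribosome-binding factor A, had a fitness of 1.40 ± 0.16 in the E1 tube biofilm and -0.38 ± 0.27 in the E2 tube biofilm in BG-11. Over both experiments this gene did not pass the test (log2 change 0.68 ± 0.28, adjusted p = 0.151, edgeR), nor did Synpcc7942_1652, a gene of the MiaB family (0.46 ± 0.26, adjusted p = 0.286), whose E1 fitness was 1.14 ± 0.12. Those in Synpcc7942_2490, a tRNA isopentenyltransferase, rose over both experiments (0.69 ± 0.05, adjusted p = 6.2e-06). Those in Synpcc7942_0975, the methyltransferase MraW, passed this test (0.43 ± 0.09, adjusted p = 0.00989) but not without the E1 biofilm library, where the log2 change was 0.08. Enrichment of gene categories was not analysed here.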

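Mutants of the queuine tRNA-ribosyltransferase gene Synpcc7942_0455 and of Synpcc7942_1891, a hypothetical protein, fell in tube biofilms in BG-11 over both experiments, by 1.01 ± 0.13, adjusted p = 0.000565 and 1.18 ± 0.19, adjusted p = 0.00269 on the log2 scale (edgeR). Without the E1 biofilm library neither passed, at -0.63 and -0.33. Across the 4 E2 biofilms Synpcc7942_0455 had -1.01 ± 0.22, adjusted p = 0.0119, and did not pass without T0 library 12 (-0.88). In the E1 biofilm, insertions in clpX (Synpcc7942_2526), part of a protease, had a fitness of -1.54 ± 0.34, and those in the chemotaxis genes Synpcc7942_1014 and Synpcc7942_1015 -1.18 ± 0.13 and -0.93 ± 0.13. In the E2 biofilm the same genes had 0.30 ± 0.65, 0.26 ± 0.18 and 0.29 ± 0.17. Of the TTBG3 genes evaluated in both experiments, 15 of 33 fell and 0 rose (23 fell adjusted over the list alone), with camera adjusted p = 2.22e-07 and adjusted p = 0.0959 with an estimated correlation. The group is the study's own choice from these libraries, so this is not independent evidence. Without the E1 biofilm library 14 fell and 7 rose, without the E2 biofilm library 28 fell, and with the 12 E2 T0 libraries 4 of 36 fell.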

The 36 genes in TTBG3 (Supplementary File S4 Sheet 9) whose mutants are absent from the biofilm are enriched for those encoding amino acid transport and metabolism, cell motility and chemotaxis, and protein maintenance genes (Supplementary File S4 Sheet 14), consistent with phenotypes that may be needed for either recruitment into or survival in the biofilm.

In CM in test tubes, the settled fraction gave similar results to the biofilm fraction, where known biofilm and pili genes are enriched in the positive hits (Figures 4A,B, and Supplementary Figure S8). 

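In CM tubes, insertions in pilN had a fitness of 2.41 ± 0.18 in the settled and 0.94 ± 0.19 in the biofilm fraction, those in pilP 3.15 ± 0.19 and 1.32 ± 0.20, and those in hfq 2.23 ± 0.18 and 0.87 ± 0.20 (in the biofilm 1.15 for pilN and 1.23 for hfq, not hits, against all 12 T0 libraries). Mutants of pilB were enriched in the settled fraction (2.09 ± 0.18) and had 0.56 ± 0.19 in the biofilm, where they were not a hit. Of 20 pilus genes, 14 were positive hits in the settled and 6 in the biofilm fraction (11 and 2 against all 12 T0 libraries), with medians of 1.85 and 0.50. The difference between the fractions has no replicate check. Over all 1808 genes, which are not independent replicates, the Pearson correlation of fitness in the 2 fractions was 0.817, against 0.269 for simulated unchanged fractions with the same T0 libraries. The covariance was 0.1805 against 0.0077, and Spearman's rho, which was not simulated, was 0.804. Strong positive hits numbered 50 and 29 with 25 shared, where independent lists would share 0.8. Since no split of 3 T0 libraries keeps 2 for each fraction, part of the excess may come from shared controls.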

Pattern analysis across all test tube experiments identified those that are unresponsive (TT1) and responsive (TT2) to CM (Figure 4E, Supplementary File S4 Sheet 13). 

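Between CM and BG-11, over settled, tube biofilm and flask biofilm pairs with the pair as a block, 0 of 1808 genes were called in edgeR (41 at an unadjusted p under 0.05), and 0 in DESeq2 (3 at an unadjusted p under 0.05). The settled and tube biofilm pairs come from the same tubes and are not independent. Insertions in pilC, named by the paper in the responsive group TT2, had a log2 change of -0.14 ± 0.40, and those in pilD, also in TT2, -0.31 ± 0.38 (adjusted p = 0.998 for both). Of the 19 genes of TT1, 15 were positive hits in the BG-11 and 12 in the CM biofilm of E2 tubes (15 and 6 with all 12 T0 libraries). Of the 63 genes of TT2, 15 were in BG-11 and 5 in CM (8 and 6 with the 12), a difference with no replicate check. Both groups were formed by the study on these libraries, so the counts are not independent evidence. By camera, TT2 shifted between the media with a median log2 change of -0.09 (adjusted p = 0.00194, and 0.496 with an estimated correlation) and TT1 with one of -0.19 (adjusted p = 0.38). Across genes, CM and BG-11 fitness correlated at 0.861 in settled, 0.784 in tube biofilm and 0.862 in flask biofilm fractions, against 0.261, 0.277 and 0.239 simulated with the shared T0 libraries. The covariances were 0.21, 0.1536 and 0.349, against 0.0078, 0.0078 and 0.0077. As 3 T0 libraries leave no split with 2 on each side, part of the excess of the correlations may come from the shared T0 libraries.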

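Between CM and BG-11, insertions in pilB had a log2 change of -0.22 ± 0.43, those in pilO -0.29 ± 0.51 and those in pilT 0.01 ± 0.10 (adjusted p = 0.998 for each, edgeR, 3 pairs of CM and BG-11 libraries). Of 20 pilus genes, 0 passed in edgeR, 0 adjusted over the list alone and 0 in DESeq2 (1 at an unadjusted p under 0.05 in edgeR; camera adjusted p = 0.135). Of the 7 biofilm repressors, 0 passed in each (0 at an unadjusted p under 0.05; camera adjusted p = 0.357). With a standard error of this size a change of log2 1 in pilB was not detectable. In E2 tubes the median pilus fitness was 1.19 in BG-11 and 1.85 in CM in the settled fraction, and 1.7 and 0.5 in the biofilm. The change over the pairs thus averages opposite shifts and does not show that CM had no effect. In the E2 tube biofilms, pilT insertions had a fitness of 1.14 ± 0.25 in BG-11 and 1.25 ± 0.27 in CM, and those in pilQ 2.38 ± 0.17 and 0.82 ± 0.19. With all 12 T0 libraries pilT was a hit in neither (0.68 and 0.84) and pilQ not in CM (1.03). The repressor list had 7 positive hits among 7 in the BG-11 and 2 in the CM biofilm, with medians of 2.18 and 0.65 (5 and 0 with all 12 T0 libraries), 1 library each.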

The majority of the known biofilm and pili genes are found in TT1, including *pilB* whose homogenous mutant culture does not produce biofilms in CM (Schatz et al., 2013). We propose two hypotheses to explain the existence of transposon insertion mutants that are capable of producing biofilms, even in the presence of CM: (1) the self-suppressor generated by the WT-like cells in the transposon library experiments and in the mixed WT and mutant cultures was not at a high enough concentration to prevent biofilm formation at early time points, thus indicating a concentration-dependent window for enacting biofilm suppression, or (2) planktonic cells that would not initiate biofilm formation can be recruited into a mutant-seeded biofilm, which in CM would mean recruitment of CM-responsive mutant cells into a biofilm seeded by CM-unresponsive mutants. Although both hypotheses may contribute to the reduced impact of CM on heterogeneous cultures in this experiment, the latter is supported here as this analysis highlights nine novel genes identified as media-independent biofilm formers (Supplementary Table S6 group IG7), a phenotype that was not previously encountered with *S. elongatus* biofilm mutants. This group includes a glycosyltransferase (Synpcc7942_0388) predicted to function in lipopolysaccharide production (Simkovsky et al., 2012). 

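Insertions in Synpcc7942_1635, a porin gene, were positive hits in every E2 tube and flask biofilm, at 2.12 ± 0.21 in the CM tube and 2.19 ± 0.33 and 1.75 ± 0.32 in the flasks, and also in the E2 settled fractions (1.93 ± 0.24 and 2.05 ± 0.20). Those in Synpcc7942_0464, a hypothetical protein, were hits in the CM tube fractions (2.65 ± 0.21 settled and 1.02 ± 0.24 biofilm), the biofilm value being -0.01 against all 12 T0 libraries. Of the 9 genes of group IG7, 5 were positive hits in the BG-11 and 5 in the CM tube biofilm of E2, 3 in each flask biofilm and 3 in the E1 biofilm. Across the 4 E2 biofilms 6 rose and 0 fell (edgeR; 7 and 0 adjusted over the list alone), with camera adjusted p = 1.38e-05 and adjusted p = 0.125 with an estimated correlation. The study chose the group on these libraries, so this is not independent evidence. Smaller rises were those of Synpcc7942_1112, a pseudouridine synthase gene (0.61 ± 0.10, adjusted p = 0.00539), and of Synpcc7942_2251 (0.46 ± 0.07, adjusted p = 0.00254). The plasmid gene Synpcc7942_B2645 had 1.23 ± 0.28 in the CM tube biofilm and -1.58 against all 12 T0 libraries. With that baseline 6 and 4 were positive hits in the E2 tube biofilms and 5 rose across the E2 biofilms. In the CM tube biofilm 4 of 8, 3 of 8 and 3 of 8 were when T0 library 10, 11 or 12 was left out, and 3 of 9 with a plain median over all genes.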

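Synpcc7942_0388 lies on the chromosome from 380870 to 381991 on the reverse strand, in the coordinates of Supplementary File S1. Insertions in it had a fitness of 3.84 ± 0.51 in the CM settled fraction, 2.65 ± 0.57 in the CM tube biofilm, 5.70 ± 0.78 in the BG-11 flask and 3.60 ± 0.81 in the CM flask. In the E2 tube biofilm in BG-11 it was 2.02 ± 0.56 and not a hit, and in the E1 biofilm 0.47 ± 0.26. Over the 4 E2 biofilms the log2 change was 4.23 ± 1.16, adjusted p = 0.0306 (edgeR), higher in all 4, but on 33 counts over the 3 T0 libraries. When T0 library 10, 11 or 12 was left out the log2 change was 4.83, 3.93 or 4.11 and no longer passed. Against all 12 T0 libraries its fitness was 4.83 in the BG-11 flask and 1.80, not a hit, in the CM tube biofilm.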

The identified genes are typified by the potential to impact the properties of the cell surface and thus impact biofilm formation or incorporation. Additionally, the analysis identified three consistent biofilm forming mutants that are responsive to CM, which include *sigF1*, Synpcc7942_0051, and Synpcc7942_B2646, and five mutants that biofilm only in CM, which includes a plasmid-encoded OmpR response regulator (Synpcc7942_B2647; Supplementary Table S6 groups IG 8 and IG9, Supplementary File S4 Sheet 13).

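Insertions in sigF1 had a fitness of 2.15 ± 0.17 in the BG-11 tube biofilm and 0.45 ± 0.19 in the CM tube biofilm of E2, those in Synpcc7942_0051 1.23 ± 0.19 and 0.26 ± 0.22, and those in Synpcc7942_B2646 0.52 ± 0.20 in CM. All 3 genes of group IG8 were hits in the CM settled fraction, with sigF1 at 2.10 ± 0.18. Between CM and BG-11, 0 passed in edgeR and 0 in DESeq2 (1 at an unadjusted p under 0.05), while adjusted over the list alone 1 fell, Synpcc7942_B2646, with a log2 change of -0.33 ± 0.09. The group's camera adjusted p was 0.0176, or adjusted p = 0.496 with an estimated correlation. Of group IG9, the rRNA methyltransferase gene Synpcc7942_0267 (1.29 ± 0.24) and Synpcc7942_1751 (1.71 ± 0.27) were hits in the CM biofilm, and Synpcc7942_1981 (0.95 ± 0.30), Synpcc7942_B2647 (0.74 ± 0.30) and Synpcc7942_0008 (0.20 ± 0.21) were not. In BG-11 Synpcc7942_0267 had 0.78 ± 0.23. The group's shift between the media was 0.15 (camera adjusted p = 0.00194, and 0.496 with an estimated correlation). The study chose both groups on these libraries, so these counts are not independent evidence. Against all 12 T0 libraries the CM biofilm value was -3.01 for Synpcc7942_B2647, -1.37 for Synpcc7942_B2646 and 0.40 for Synpcc7942_0267, and the BG-11 biofilm value of Synpcc7942_0051 (0.92) was not a hit. With that baseline 1 gene of IG9 was a positive hit in the CM biofilm, and 2 of IG8 were in the CM settled fraction.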

Many known loci that were identified in test-tube assays did not display any significant fitness value changes in flasks (Figures 4C,D, Supplementary File S4 Sheets 5, 11, and 12). 

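In the BG-11 flask, insertions in pilB had a fitness of 0.59 ± 0.29, those in hfq 0.82 ± 0.32, those in ebsA 0.72 ± 0.30 and those in pilQ 0.94 ± 0.29, and none was a hit. The error was widened by 2.824 in the BG-11 and 2.562 in the CM flask. With these factors, a fitness of 1 or less in size could not be a hit, whatever the counts of the gene. The lack of a hit for these genes is therefore no evidence against their enrichment. Of 20 pilus genes, 3 were positive hits in the BG-11 flask, pilT (2.68 ± 0.38), pilO (1.67 ± 0.29) and pilP (1.52 ± 0.32), and the same 3 in the CM flask, with 0 of the 7 biofilm repressors in either. The list medians were still 0.71 and 0.72 in the BG-11 flask. Between flask and tube biofilms, with medium as a block, 113 of 1808 genes were higher in flasks and 42 lower (edgeR). Among the pilus genes 4 were higher and 3 lower (4 and 9 adjusted over the list alone; camera adjusted p = 0.279), with pilT highest (1.58 ± 0.11, adjusted p = 2.04e-05) and rntB lowest (-1.11 ± 0.26, adjusted p = 0.0223). Of the repressors 2, pilN (-0.89 ± 0.25) and pilC (-0.84 ± 0.22), were lower (5 adjusted over the list alone; camera adjusted p = 0.00164, and 0.625 with an estimated correlation). DESeq2 called 39 genes higher and 3 lower, among them pilT and no other pilus gene, edgeR without the block 70 and 19, where rntB, pilN and pilC did not pass, and with chromosome and plasmid scaled separately, a setting chosen after seeing the data, 76 and 13. Across genes, flask and tube fitness correlated at 0.635 in BG-11 and 0.766 in CM, against 0.269 and 0.249 simulated (covariances 0.1861 and 0.2071, against 0.0076 and 0.0079). Strong positive hits shared were 10 of 48 and 33 in BG-11 and 19 of 44 and 29 in CM, where independent lists would share 0.88 and 0.71. Part of the excess of these correlations and overlaps may come from the shared T0 libraries, which were too few to split.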

Subtle differences between the assays, including shearing stresses and increased gas exchange associated with bubbling, may alter division rates in the biofilm or the overall strength of the biofilm and affect fitness scores. Fresh BG-11 in flasks resulted in 16 novel biofilm formation mutants that did not form biofilms in BG-11 test tubes (Supplementary Table S6 group IG10, Supplementary File S4 Sheet 11), including *tsaP* and three mutants that had reduced prevalence in one of the test tube biofilms (Supplementary Table S6 group IG11). Of these, five are genes involved in O-antigen production and susceptibility to grazing by amoeba, and were previously reported to result in cell aggregation, but not biofilm formation (Piechura et al., 2017; Okshevsky et al., 2018; Supplementary Table S6 group IG12). 

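Mutants of Synpcc7942_1015, a chemotaxis receptor gene, and of Synpcc7942_1014, the CheA kinase gene beside it, were higher in flask than in tube biofilms, with log2 changes of 1.18 ± 0.17, adjusted p = 0.0015 and 0.96 ± 0.18, adjusted p = 0.00767 (edgeR), and so were those of Synpcc7942_1140 (0.85 ± 0.16, adjusted p = 0.00741). These 3 genes form group IG11 (3 higher, also adjusted over the list alone; camera adjusted p = 0.000255, and 0.625 with an estimated correlation). In the BG-11 flask the first pair had a fitness of 1.15 ± 0.30 and 0.81 ± 0.30, and none of the 3 was a hit (Synpcc7942_1015 was one against all 12 T0 libraries, at 1.50, and without T0 library 12, at 1.19), while in the E1 tube biofilm Synpcc7942_1140 was at -0.55 ± 0.12 and all 3 were negative hits. Insertions in tsaP, a pilus gene, rose between tubes and flasks by 0.62 ± 0.15, adjusted p = 0.0291 and had 0.89 ± 0.29 in the BG-11 flask. Of the 16 genes of group IG10, 5 of 15 were positive hits in the BG-11 flask and 1 in the BG-11 tube biofilm of E2, and 8 were higher in flasks and 0 lower (10 and 0 adjusted over the list alone; camera adjusted p = 9.74e-07, and 0.625 with an estimated correlation). Both groups were chosen by the study on these libraries, so the counts are not independent evidence. DESeq2 called 3 of IG10 and 2 of IG11, and not Synpcc7942_1140 or tsaP, and without medium as a block none of the 4 genes named here passed. With all 12 T0 libraries 5 of 16 were positive hits in the BG-11 flask and 0 in the tube biofilm. Without T0 library 10, 11 or 12 there were 2 of 14, 3 of 13 and 3 of 13 in the flask and 0, 1 and 1 in the tube biofilm.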

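Insertions in Synpcc7942_1902, a glycosyltransferase gene, reached a fitness of 5.22 ± 0.80 in the BG-11 flask, and those in Synpcc7942_1904, a secretion protein-like gene, 3.25 ± 0.38. Those in Synpcc7942_1244, an ATPase, had 3.17 ± 0.73 (2.30 and not a hit against all 12 T0 libraries), and those in Synpcc7942_1126, an ABC transporter permease, 2.74 ± 0.77, which was not a hit. Synpcc7942_1901, the other glycosyltransferase, had fewer than 30 summed counts over the 3 T0 libraries and was not evaluated. With the 12 libraries it had 3.87. In the E2 tube biofilm in BG-11, Synpcc7942_1902 and Synpcc7942_1904 had 1.80 ± 0.59 and 0.94 ± 0.26. Of the 4 evaluated genes of group IG12, 3 were positive hits in the BG-11 flask and 2 in the CM flask, and 3 were in the CM settled fraction. Leaving out T0 library 10, 11 or 12 brought some of the 4 under 30 counts, and 1 of 3, 1 of 2 and 1 of 2 evaluated genes were then hits in the BG-11 flask, 1, 1 and 1 in the CM flask and 2, 2 and 1 in the CM settled fraction. Between flask and tube biofilms, 2 were higher and 0 lower (3 higher adjusted over the list alone), Synpcc7942_1902 (2.14 ± 0.46, adjusted p = 0.0141) and Synpcc7942_1904 (1.53 ± 0.28, adjusted p = 0.00605), with camera adjusted p = 0.00429 and adjusted p = 0.625 with an estimated correlation. DESeq2 called 0 of the 4, giving no adjusted p for Synpcc7942_1902, and without medium as a block neither gene passed. The study chose the group on these libraries, so this is not independent evidence.

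**Figure D3:**
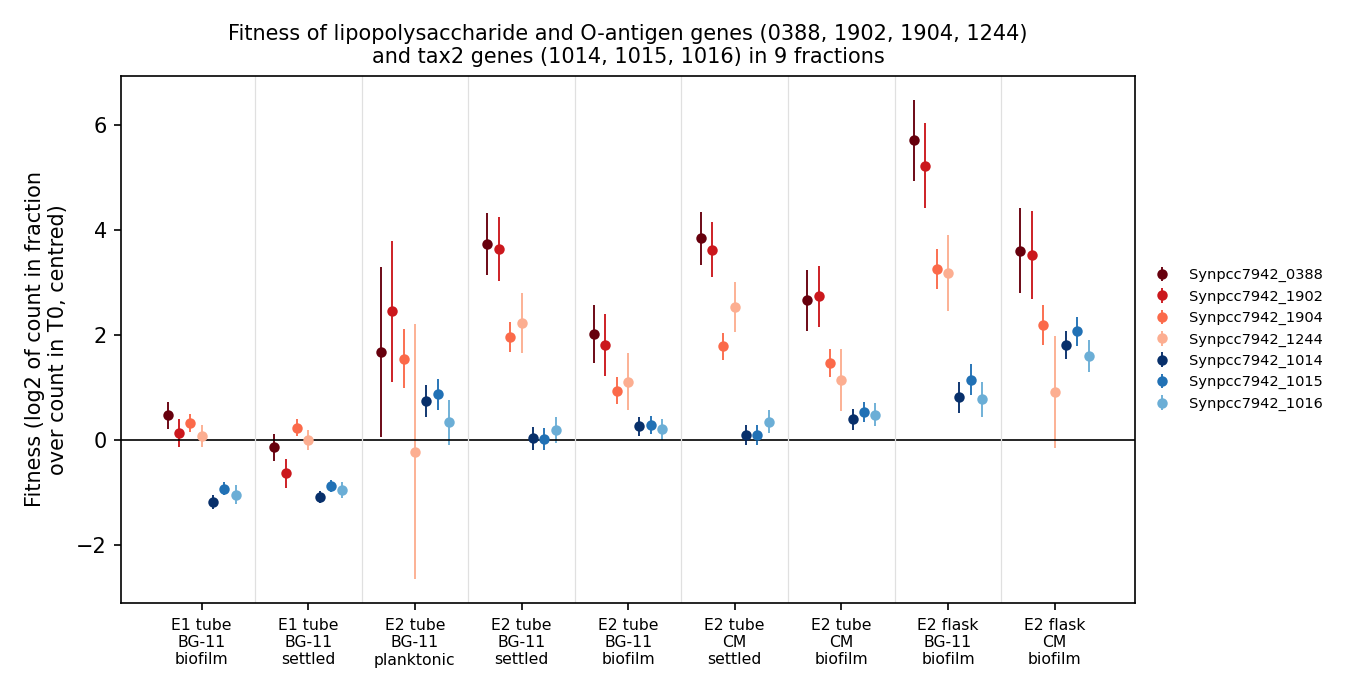
Fitness (log2 of the count in a fraction over the count in T0, centred) of mutants of 4 genes of O-antigen production and export and of the 3 tax2 genes in each of the 9 fractions, with 1 library per fraction. Bars are 1 standard error, derived from the counts and a fixed term of 0.1, and widened by the spread of T over genes. The tax2 genes lie below 0 in both E1 fractions and are highest in the CM flask.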

We hypothesize that under the flask biofilm formation conditions, surface alterations that enhance aggregation or settling can more frequently enable incorporation into the heterogeneous biofilm.

Of the 13 flask biofilm forming mutants that were responsive to CM (group F2, Figure 4F, Supplementary File S4 Sheet 12), only *pilM*, *rntA*, and *tsaP* are known pili genes and nine are specific to flask biofilm formation (Supplementary Table S6 group IG13). 

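Insertions in pilM had a fitness of 0.84 ± 0.29 in the BG-11 and 0.64 ± 0.28 in the CM flask, those in rntA 0.61 ± 0.32 and 0.69 ± 0.30, and those in tsaP 0.55 ± 0.27 in the CM flask, and none was a hit. With the error widened by 2.824 and 2.562 in these flasks, values of this size could not be hits, whatever the counts of the gene. Synpcc7942_1244 and Synpcc7942_1904, hits in BG-11, had 0.91 ± 1.07 and 2.19 ± 0.39 in the CM flask. Of the 12 evaluated genes of group F2, 2 were positive hits in each flask (medians 1.06 and 0.78), and of 8 of group IG13, 2 in BG-11 and 1 in CM. With all 12 T0 libraries these were 4 and 3 of 13, and 3 and 2 of 9. In the BG-11 flask, 1 of F2 and 1 of IG13 was a hit each time T0 library 10, 11 or 12 was left out. Flask fractions in BG-11 and CM are 1 library each, so their difference has no replicate check. Over 3 pairs of CM and BG-11 libraries, 0 genes of F2 rose and 0 fell in edgeR and 0 in DESeq2 (0 at an unadjusted p under 0.05; camera adjusted p = 0.292). Between flask and tube biofilms 3 of F2 and 3 of IG13 were higher and 0 lower (edgeR; 5 and 4 adjusted over each list alone, 0 in DESeq2; camera adjusted p = 0.0962 and 0.0101, and for IG13 adjusted p = 0.652 with an estimated correlation). The study chose both groups on these libraries, so these are not independent evidence.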

Eight mutants are specifically enriched in the flask biofilm in the presence of CM that were not otherwise enriched in test tube biofilms or in fresh BG-11 in flasks (Supplementary Table S6 group IG14), including three co-transcribed chemotaxis-like genes of the *tax2* operon (Supplementary Table S6 group IG15), whose function is unknown except that they are not involved in phototaxis in PCC 3055 (Yang et al., 2018).

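The tax2 genes Synpcc7942_1014, Synpcc7942_1015 and Synpcc7942_1016 encode a CheA kinase, a chemotaxis receptor and a CheW coupling protein and lie next to each other on the reverse strand of the chromosome, at 1025629 to 1028415, 1028418 to 1030937 and 1030953 to 1031435 in the coordinates of Supplementary File S1. In the CM flask their insertions had a fitness of 1.80 ± 0.27, 2.06 ± 0.27 and 1.60 ± 0.30, each a hit, and in the BG-11 flask Synpcc7942_1016 had 0.77 ± 0.33. In the E1 settled fraction they were negative hits, at -1.09 ± 0.11, -0.88 ± 0.11 and -0.95 ± 0.15. Between flask and tube biofilms Synpcc7942_1016 also rose (0.83 ± 0.13, adjusted p = 0.00227, edgeR), so that 3 of 3 were higher (also adjusted over the list alone and in DESeq2, but 0 without medium as a block; camera adjusted p = 0.000144, and 0.625 with an estimated correlation). Between CM and BG-11 0 of 3 passed in edgeR and 0 in DESeq2 (1 at an unadjusted p under 0.05), with log2 changes of 0.39 ± 0.19, 0.40 ± 0.17 and 0.42 ± 0.13 and camera adjusted p = 0.000196, or adjusted p = 0.496 with an estimated correlation. Of the 8 genes of group IG14, 5 were positive hits in the CM flask and 2 in the BG-11 flask (4 and 2 with all 12 T0 libraries, and 0, 1 and 1 in BG-11 without T0 library 10, 11 or 12). Synpcc7942_0565, an FHA domain gene, was among the former (1.30 ± 0.30), and Synpcc7942_0479, encoding LepA (1.73 ± 0.59), Synpcc7942_1716 (1.09 ± 0.32) and Synpcc7942_0848 (0.66 ± 0.28) were not hits there. The groups were chosen by the study on these libraries, so the counts are not independent evidence.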

### Validation of Novel Genes Enabling or Repressing Biofilm Formation

Together, the RNA-Seq and RB-TnSeq analyses identify hundreds of potential genes of interest (Supplementary Table S5). To evaluate the efficacy of these two approaches toward novel target identification, we selected a subset of previously untested genes to knock out in WT or in *PilB*::Tn*5* for biofilm evaluation, prioritizing those loci for which Unigene Set (UGS) transposon insertion vectors are available (Holtman et al., 2005; Chen et al., 2012). Of the 91 mutants attempted in WT, 79 produced segregated knockout mutants of the intended gene of interest (Supplementary Tables S7 and S8). Of these, we assayed candidates that were identified by: RNA-Seq only (30, 38%), RB-TnSeq only (38, 48%), or by both RNA-Seq and RB-TnSeq (11, 14%; Supplementary Table S7). Biological replicates of mutants were tested in bubbling test tubes, 96-well plates, and sometimes in flasks to increase the throughput of the biofilm assays and because different vessels impact the inclusion of a mutant in the biofilm. Most of the mutants created in a WT background did not form biofilms (49 of the 79, or 62%). Candidates based on RNA-Seq alone accounted for a higher false hit rate with 23 of the 30 assayed (77%) compared to 21 of the 38 assayed (55%) based on RB-TnSeq data alone.

The remaining 30 mutants formed biofilms to some degree and were classified based on the strength, reproducibility, and diversity of vessels in which biofilms were formed. Sixteen resulted in more replicates without any biofilms than with and were deemed “mostly WT-like.” Of the remaining 14 mutants, most produced biofilms only sporadically or in a vessel-dependent manner. Only four mutants consistently produced strong biofilms in multiple vessel assays—the predicted TPR-repeat lipoprotein with an O-linked N-acetylglucosamine transferase domain (Synpcc7942_0051) that was identified in the TTBG1 RB-TnSeq group; a gene predicted without experimental confirmation by Taton et al. (2020) to encode the pilus assembly protein PilP (Synpcc7942_0168), whose impact on biofilm formation was not previously known; the gene encoding the RNA polymerase sigma factor SigF (Synpcc7942_1510); and the gene encoding the pilus assembly protein PilQ (Synpcc7942_2450). Notably, all genes identified from the TTBG1 RB-TnSeq group of interest whose validated mutations produced strong biofilm phenotypes were either never identified as sDEGs in the RNA-Seq analysis or had patterns of expression that were inconsistent with previous biofilm mutants (Supplementary Tables S6 group IG16, and S7).

Similarly, 13 mutations were chosen for investigation in a *PilB*::Tn*5* background and assayed for mutants that no longer produce biofilms. Although none of the mutations completely abolished biofilm formation, knockout of a deacetylase (Synpcc7942_1393; DEG in RNA-Seq group O-A4 full, Supplementary Table S9, Supplementary File S3 Sheet 15) or a pimeloyl-ACP methyl ester carboxylesterase (Synpcc7942_0774) decreased the reliability or strength of biofilm formation.

### Transcriptomics and Phenomics Reveal Novel Information on the Biofilm State and the Quality of the Genome Model

The RNA-Seq time course data and enrichment analysis results highlight phenotypic changes associated with adjusting to the self-shaded, nutrient and gas exchange-reduced biofilm lifestyle, including general stress responses, changes in iron, sulfur, and nutrient transportation and metabolism, protein maintenance, and energy generation through photosynthesis (Figure 5). 

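Among the mutants depleted from the 4 E2 biofilms against T0, insertions in Synpcc7942_1682, a sulfate transport permease, fell by 1.30 ± 0.10, adjusted p = 0.000956 on the log2 scale, those in Synpcc7942_2052, an oligopeptide transport permease, by 1.61 ± 0.25, adjusted p = 0.00362, and those in Synpcc7942_0821, which encodes a periplasmic oligopeptide-binding protein, by 1.03 ± 0.15, adjusted p = 0.00285 (edgeR, lower in all 4 biofilms). Of the 17 genes of group F4 (Figure 4F), 16 fell and 0 rose (16 fell adjusted over the list alone; camera adjusted p = 2.69e-14, and 0.134 with an estimated correlation). Of the 19 genes of group F3, 10 fell and 0 rose (11 fell adjusted over the list alone; adjusted p = 3.91e-06, and 0.355). The study chose both groups on these libraries, so the directions are not independent evidence. With all 12 T0 libraries 12 of F4 fell and 1 rose, and with T0 library 10, 11 or 12 left out 4, 4 or 6 of F3 fell. By fraction, 7 of F4 were negative hits in the BG-11 and 5 in the CM tube biofilm (2 and 2 with the 12), and 0 in each flask (1 in BG-11 without T0 library 10). In the E1 biofilm 0 of F4 were negative and 4 were positive hits, among them Synpcc7942_2076 (1.26 ± 0.15) and Synpcc7942_1682.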

The absence of mutants affected in many of these same genes in the biofilm fractions of the RB-TnSeq experiments support the hypothesis that these functions are essential for survival in biofilms. Given the substantial change in the cells’ niche as it forms biofilms, it is not surprising that a large portion of the transcriptome changes to properly adapt the cell for survival in the biofilm state, as has been observed in other systems (Nagar and Schwarz, 2015; Yan et al., 2017; Okshevsky et al., 2018).

**Figure 5:**
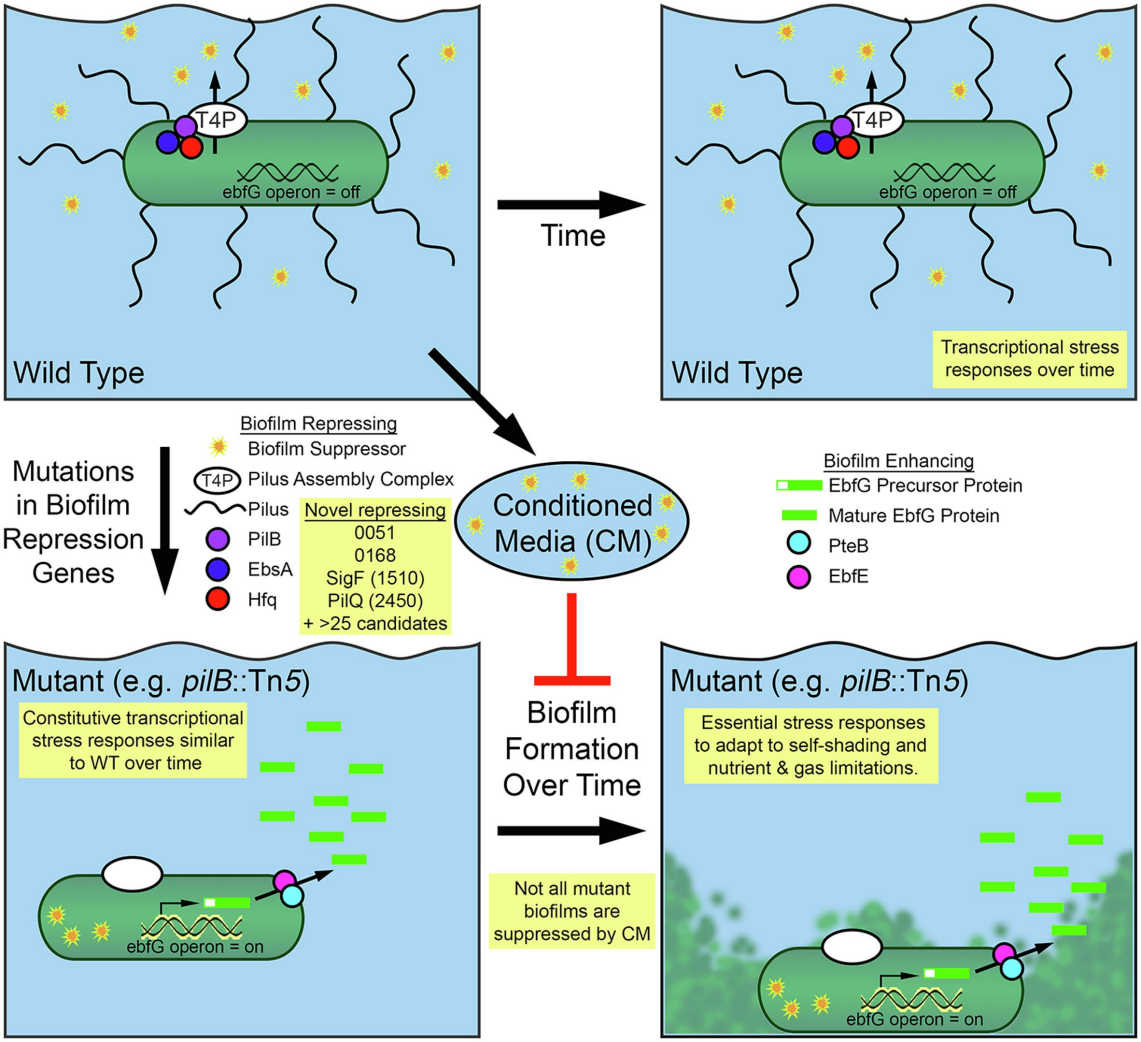
Diagram of biofilm formation for *Synechococcus elongatus* PCC 7942. Self-suppression of biofilm formation in WT *S. elongatus* PCC 7942 is mediated by secretion through the type IV pilus (T4P) apparatus and its association with pili and a tripartite complex of the PilB, EbsA, and Hfq proteins. Suppressor present in conditioned media (CM) represses biofilm formation in some biofilm forming mutants. Removal of suppressing elements enables biofilm formation through the expression of the EbfG proteins and their processing and secretion, which involves PteB and EbfE. RNA-Seq and RB-TnSeq findings that add to this model are highlighted in yellow boxes.

Strand-specific transcriptional data provided here and in previous publications (Vijayan et al., 2011; Billis et al., 2014) can improve the genome models of PCC 7942 and related strains through resolving discrepancies between the observed transcriptome and the current genome annotation. The data confirmed that *pilB* is the first of four genes expressed as a single transcriptional unit (Supplementary Figure S9A; Vijayan et al., 2011). PilB::Tn5 transcript levels were reduced over 27 fold for the portion of *pilB* following the insertion site and the downstream genes including *pilT* and *pilC*, suggesting a polar effect. Phenotypic complementation, however, of PilB::Tn5 by introduction of *pilB in trans* (Yegorov et al., 2021) indicates sufficient expression of the downstream genes in the mutant. Transcriptional coverage of the *hfq* gene does not exceed one read count until positions annotated as codons 25 or 27, depending upon the strain analyzed, suggesting that an alternative GTG start codon previously designated as amino acid position 28 begins the open reading frame (Supplementary Figure S9B). This shorter annotation is consistent with the NCBI conserved domain database’ identification of an Sm-like RNA binding domain from codons 35 to 95 (Marchler-Bauer et al., 2015).

### RNA-Seq Compared With RB-TnSeq

As the results for *hfq* and *ebsA* highlight, some key genes may not be identified by transcriptomic approaches because protein levels in cyanobacteria are poorly correlated with transcript levels (Xiong et al., 2015) or protein functions are regulated post-transcriptionally. In contrast, RB-TnSeq directly probes the connection between genotype and phenotype in a high-throughput manner (Wetmore et al., 2015; Price et al., 2018). In this project, we leveraged the self-fractionation of the sample that occurs through biofilm formation as an application for an RB-TnSeq library. In comparison to experiments where changes in fitness score reflect mutants’ rate of division relative to the rest of the library’s population in the presence of a selective condition (Wetmore et al., 2015; Price et al., 2018; Rubin et al., 2018; Welkie et al., 2018; Taton et al., 2020), this application’s fitness scores are also affected by the capacity to reproducibly fractionate the cultures as well as mutation- and niche-dependent variations in rates of growth, survival, recruitment of WT-like cells into the biofilm, and settling, which is more reflective of the ability to remain planktonic rather than the capacity to generate biofilm structures.

Nonetheless, the RB-TnSeq strategy provides a more direct identification of both known and novel gene products that participate in a complex behavior such as biofilm formation, even with fewer experimental samples, than does RNA-Seq. This conclusion is based on the higher rate of validation of hits for the RB-TnSeq data than the RNA-Seq data and the lack of known biofilm regulatory genes in the transcriptomics data (Supplementary Figures S1, S10). Although the differences in incubation times (4 days vs. 2 weeks), between homogenous and heterogenous mutant cultures, and the inherent questions that these two methods address means that this comparison is a complicated one, the data supports a greater success rate for target identification using RB-TnSeq than for RNA-Seq. Because RB-TnSeq experiments require less sequence coverage than RNA-Seq samples, this strategy is also a less expensive methodology for identifying novel candidates involved in nuanced and complex behavior.

Because the WT *S. elongatus* PCC 7942 background constitutively represses biofilm formation, the experimental design would not identify mutants that are defective in components that are required for biofilm formation, such as the *ebfG*-*pteB* genes. These genes show the highest fold changes in transcript expression related to biofilm formation, but their inactivation in the RB-TnSeq library showed no significant changes in fitness values, likely due to the secretion of their encoded proteins by other biofilm forming mutants in the library. Future applications of Interaction RB-TnSeq (IRB-Seq), in which a second mutation (e.g., *pilB*::Tn*5*) is introduced into the RB-TnSeq library (Rubin et al., 2018) to stimulate biofilm formation, or an RB-TnSeq library constructed in a native biofilm forming strain such as UTEX 3055, is more likely to identify genes that are involved in biofilm formation process rather than the self-suppression mechanism.

### Novel Genes of Biofilm Regulation in *Synechococcus elongatus*

Of the large number of potential candidates for participating in regulation or formation of biofilms (Supplementary Table S5), only four resulted in strong and consistent biofilm phenotypes: Synpcc7942_0051, Synpcc7942_0168, *sigF* (Synpcc7942_1510), and *pilQ* (Synpcc7942_2450). Synpcc7942_0051 shares a domain with proteins in heterotrophic bacteria that are transcriptionally regulated by a sigma-54-interacting response regulator and a histidine kinase and participate in exopolysaccharide production and protein export in biofilm forming bacteria (Haft et al., 2006). Experiments based on the data presented here have recently demonstrated that this protein is in fact a glycosyltransferase that glycosylates PilA (Suban et al., 2022). If regulation of this protein occurs in a similar manner in PCC 7942 biofilms, then histidine kinases and response regulators that were identified as potential genes of interest (Supplementary Table S6 group IG17) are candidates for participating in the regulatory circuit for controlling biofilm self-suppression. These validated hits, combined with the large set of genes with unknown function highlighted by the transcriptome and phenome data sets, serve as a starting point for future investigations of novel mechanisms of biofilm regulation in *S. elongatus* PCC 7942.

## Data Availability Statement

The data presented in the study are deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository, accession number GSE205445.

## Author Contributions

RSi, RP, RSc, and SG contributed to the conception and design of the study. RP and RSi performed the RNA-Seq experiments. RSi and JW performed the RB-TnSeq experiments. RSi performed the data analysis of these experiments. RP, EN, EZ, SS, YY, BV, and ES performed and analyzed the mutant validation studies. RSi wrote the first draft of the manuscript. RSi, RSc, and SG edited the manuscript for submission. All authors contributed to the article and approved the submitted version.

## Funding

Studies were supported by the program of the National Science Foundation and the US-Israel Binational Science Foundation (NSF-BSF 2012823 to RSc and SG). This work was also supported by grants from the Israel Science Foundation (ISF 1406/14 and 2494/19) to RSc.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Table S1 List of genes known to impact biofilm formation.

Supplementary Table S2 List of pilin genes from Taton et al. (2020).

Supplementary Table S3 Functional categorization, essentiality, conservation, and signal peptide prediction for ORFs in *Synechococcus elongatus* PCC 7942.

Supplementary Table S4 Rockhopper predicted novel RNAs.

Supplementary Table S5 Summary of hits of interest.

Supplementary Table S6 Groups of genes discussed in the text not listed in a named interest group.

Supplementary Table S7 Biofilm assay results for single mutants in a WT background.

Supplementary Table S8 Mutations attempted in WT that did not produce segregated clones.

Supplementary Table S9 Biofilm assay results for *PilB*::Tn5 double mutants.

Supplementary Table S10 Vectors and associated primer pairs used in this study.

Supplementary Figure S1 Comparing the results of RNA-Seq and RB-TnSeq analyses. Combined scatter and box plots of **(A)** the number of DEGs for the pairwise comparisons presented in figure or the number of hits from all RB-TnSeq fractions, **(B)** the percent of genes investigated in each experiment that are DEGs or RB-TnSeq hits, **(C)** the number of sDEGs or RB-TnSeq hits, and **(D)** the percent of genes investigated in each experiment that are sDEGs or RB-TnSeq hits. Boxed letters indicate groups that are not significantly different (*p* > 0.05) based on pairwise two-tailed t-tests assuming unequal variances; RB-TnSeq results are significantly different from those of RNA-Seq when considering all DEGs, but not when limiting the analysis to sDEGs.

Supplementary Figure S2 Volcano plots for all 10 pairwise comparisons relevant to the tested RNA-Seq experimental variables. Plots are presented as described in Figures 1B,C and are derived from either the **(A)** DESeq analysis or **(B)** Rockhopper analysis of RNA-Seq data. For the Rockhopper analysis, the software returns FDR values of 0.0 for a number of ORFs, which become infinite values on the *y*-axis’ log-scale. These infinite data points are accumulated at the top of the graph.

Supplementary Figure S3 Enrichment analyses of **(A)** pili genes and **(B)** known biofilm genes in all named RNA-seq clusters of interest, as identified in Figures 1, 2 and Supplementary File S3. The graphs are presented as described for Figure 1E.

Supplementary Figure S4 Enrichment analyses of sDEGs groups, as identified in Figure 1D. The graphs are presented as described for Figure 1E, except only categories of information accumulated in Supplementary Table S3 with at least one gene present in the interest group are shown.

Supplementary Figure S5 Day 4 and time course RNA-Seq enrichment analyses. Functional enrichment analysis of Cyanobase COGs for **(A)** Day 4 and **(B)** over time groups of interest as identified in Figures 2D,E. Colors identify the data for the appropriate group of interest, as provided in the graph legend.

Supplementary Figure S6 Enrichment analyses of all Day 4 sDEGs groups, as identified in Figure 2D. The graphs are presented as described for Figure 1E, except only categories of information accumulated in Supplementary Table S3 with at least one gene present in the interest group are shown.

Supplementary Figure S7 Enrichment analyses of all over time sDEGs groups, as identified in Figure 2E. The graphs are presented as described for Figure 1E, except only categories of information accumulated in Supplementary Table S3 with at least one gene present in the interest group are shown.

Supplementary Figure S8 Enrichment analyses of **(A)** pili genes and **(B)** known biofilm genes in all named RB-Tnseq clusters of interests, as identified in Figures 3, 4 and Supplementary File S4. The graphs are presented as described for Figure 1E.

Supplementary Figure S9 RNA-Seq Coverage of *pilB* operon and *hfq*. **(A)** Strand-specific transcriptional coverages in the region of the *PilB*::Tn*5* insertion and the downstream operon in WT and *PilB*::Tn*5* samples in fresh BG-11 on Day 1. Both coverage tracks are at the same scale, with the highest peak being approximately 1,000×. **(B)** Strand-specific transcriptional coverages in the region of *hfq* (Synpcc7942_1926) in WT and *PilB*::Tn*5* samples in fresh BG-11 on Day 1. Both coverage tracks are at the same scale, with the highest peak being approximately 70×. Transcriptional coverage starts in the middle of the canonical annotation (black arrow) but before the proposed ORF based on an alternative start codon (black brackets) based on the location of a predicted Sm-like RNA binding domain (purple).

Supplementary Figure S10 Venn Diagrams of Hit Sets for RNA-Seq and RB-TnSeq data sets. **(A)** Strong DEGs (sDEGs) for RNA-Seq vs. RB-TnSeq Hits, **(B)** sDEGs for RNA-Seq vs. RB-TnSeq strong hits, **(C)** DEGs for RNA-Seq vs. RB-TnSeq hits, and **(D)** DEGs for RNA-Seq vs. RB-TnSeq strong hits. Areas are proportional to numbers provided for overlaps, RNA-Seq only DEGs, or RB-TnSeq hits.

Supplementary File S1 Rockhopper RNA-Seq Analysis. Sheets include (1) alignment statistics, (2) all data output by the Rockhopper software, (3) raw counts, (4) normalized counts, (5) RPKM and expression values, (6) fold and statistical values for all pairwise comparisons of samples, (7) a summary of all DEG assignments, (8) lists of all DEGs in each pairwise comparison, (9) a summary of DEG assignments for predicted RNAs, and (10) a summary of DEG assignments for known biofilm and pili genes.

Supplementary File S2 DESeq RNA-Seq Analysis. Sheets include (1) alignment statistics, (2) raw counts, (3) normalized counts, (4) ANOVA analysis for DEGs across all samples, (5) fold and statistical values for all pairwise comparisons of samples, (6) a summary of all DEG assignments, (7) lists of all DEGs in each pairwise comparison, and (8) a summary of DEG assignments for known biofilm and pili genes.

Supplementary File S3 RNA-Seq Analysis. Sheets include (1) Consistency analysis or the data for generating the union of all pairwise comparisons from Rockhopper and DESeq data, (2) a summary of all DEG assignments, (3) lists of all DEGs in each pairwise comparison, (4) a summary of sDEGs for the 10 relevant pairwise comparisons, (5) lists of sDEGs in each of the 10 relevant pairwise comparisons, (6) a summary of DEG assignments for known biofilm and pili genes, (7) comparison data of DEGs for Day 1 pairwise comparisons, (8) comparison data of sDEGs for Day 1 pairwise comparisons used to produce the middle graph of Figure 1D, (9) comparison data of DEGs for Day 4 pairwise comparisons, (10) comparison data of sDEGs for Day 4 pairwise comparisons used to produce Figure 2D, (11) comparison data of DEGs for Day 4 vs. Day 1 pairwise comparisons, (12) comparison data of sDEGs for Day 4 vs. Day 1 pairwise comparisons used to produce Figure 2E, (13) comparison data of DEGs for WT BG-11 Day 4 vs. Day 1 against *PilB*::Tn*5* BG-11 Day 1 vs. WT BG-11 Day1, (14) comparison data of sDEGs for WT BG-11 Day 4 vs. Day 1 against *PilB*::Tn*5* BG-11 Day 1 vs. WT BG-11 Day1 used to produce the left graph of Figure 1D, (15) the reduced set of DEGs for Day 1 comparison data, (16) the reduced set of sDEGs for Day 1 comparison data used to produce the right graph of Figure 1D, (17) enrichment analysis data for named DEG clusters of interest for all gene categories listed in Supplementary Table S3, and (18) enrichment analysis data for named sDEG clusters of interest for all gene categories listed in Supplementary Table S3.

Supplementary File S4 RB-TnSeq Analysis. Sheets include (1) Gene insertion counts, (2) Fitness and *T*-values, (3) a summary of all hit assignments, (4) lists of all hits in each sample, (5) a summary of hit assignments for known biofilm and pili genes, (6) a listing of genes as per a traditional Venn diagram comparing various sample results, (7) comparison of experiment 1 samples, (8) comparison of experiment 2 BG-11 test tube samples, (9) comparison all test tube BG-11 samples, data used to produce Figure 3H, (10) comparison of all experiment 2 test tube samples, (11) comparison of all BG-11 biofilm samples, (12) comparison of experiment 2 flask samples, data used to produce Figure 4F, (13) comparison of all test tube samples, data used to produce Figure 4E, and (14) enrichment analysis data for named hit clusters of interest for all gene categories listed in Supplementary Table S3.

How the deposited data were processed for this re-analysis (not part of the article)

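Mutant abundance was measured by RB-TnSeq in a library of S. elongatus in which each transposon insertion carries a barcode. E1 and E2 used different versions of this mutant library. The 25 libraries are 4 T0 libraries and 2 fractions of E1, harvested after 21 days, and 12 T0 libraries and 7 fractions of E2, harvested after 15 days. Tubes of 25 ml were bubbled with 3% CO2 and flasks of 5 ml stood still, each culture in fresh BG-11 or, in E2 only, also in conditioned medium. Flasks were kept at room temperature, and tubes at a set temperature. The condition of every library was taken from the submitters' labels and compared with the methods and figure legends. According to the legend of Figure 3A, triplicate samples of a condition were pooled before DNA extraction, so that a fraction is 1 library.

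The deposited values are raw counts. The authors assigned barcode reads to insertions with the PERL scripts of Wetmore et al. (2015) and an annotation extended by the ebfG genes, summed the barcodes of each gene and kept 1920 genes. Script versions are not given in the sources used here. The table of the whole series and the 25 files of single samples hold equal values, no column belongs to another sample, and every gene has an ID, so that no count was left out of the library totals. Gene names and functions come from the paper's tables and its supplementary annotation. The reference gene table given with the series matched 0 of the 1920 gene IDs and was not used, and coordinates are those of Supplementary File S1. Counts of single barcodes were not analysed here, so neither insertions at the ends of a gene nor the spread between the barcodes of a gene could be treated separately.

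Total counts per library are given where the experiments are introduced. No T0 library was a copy of another, since every pair within a sequencing index run differed by more than sampling noise (chi-square test over genes with at least 20 counts; chi-square over degrees of freedom 1.109 to 1.276 in E1 and 1.383 to 8.079 in T0 libraries 10 to 12 of E2). The log2 share of counts per gene of T0 libraries 10 to 12 correlated at a median of 0.936 to 0.979 across genes with the E2 fractions, those of libraries 5 to 9 at 0.925 to 0.958, and those of libraries 1 to 4 at 0.854 to 0.862. E1 T0 libraries correlated at a median of 0.971 with E2 T0 libraries 1 to 4, 0.862 with 5 to 9 and 0.838 with 10 to 12. The coefficient of variation between T0 libraries beyond counting error was 1.82% in E1 and 4.78% in T0 libraries 10 to 12 of E2.

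Fitness was computed after Wetmore et al. (2015) as the log2 of the count plus a pseudocount of 1 over the summed baseline T0 count plus 1. Chromosomal genes were centred by a running median along the chromosome, with genes in locus number order, the 48 plasmid genes by their plain median, and both then by the mode of all genes. Genes with at least 30 summed T0 counts were evaluated. The standard error combines the counting error of both counts with a term of 0.1, and T is fitness over this error. In place of the spread between barcodes, which the paper's T includes, T was divided by its robust spread over the genes of a fraction wherever this exceeded 1. The standard errors printed beside fitness are multiplied by the same factor. With the term of 0.1, a small fitness can be no hit at any depth, and this bound rises with the factor. Hits have a T of at least 4 in size, and strong hits also a fitness above 1 or below -1, the thresholds of the paper. No p-value belongs to a single fraction.

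In 5 comparisons with several libraries, counts were tested with the quasi-likelihood test of edgeR 4.0.16 (TMM scaling, Benjamini-Hochberg, false discovery rate 0.05), with only the libraries compared in the model. These are the 4 E2 biofilms against T0 libraries 10 to 12, the tube biofilms in BG-11 of both experiments against their T0 libraries with experiment as a term, settled against biofilm fractions with the set of tubes as a block, CM against BG-11 with vessel and fraction as a block, and flask against tube biofilms with medium as a block. The pairing of settled and biofilm fractions comes from the methods, by which both were taken from the same tubes, and across genes fitness in the 2 fractions of a set correlated at 0.566, 0.824 and 0.817 in the 3 sets. The other blocks are conditions that both sides share. In CM against BG-11, the settled and tube biofilm pairs come from the same tubes and are not independent. Against all genes, the tests covered 1808 genes in E2.

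Gene lists were the biofilm repressors and enhancers of Table S1, the type IV pilus, competence and transcription regulator genes of Table S2, and the study's groups TTBG1 to TTBG3, TT1, TT2, F1 to F4, IG3 and IG5 to IG15 of its Tables S5 and S6, which were formed on these libraries. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one, adjusted over the lists. In single fractions the median of a list was set against 10000 random lists matched in 10 bins of T0 counts. Correlations between fractions that share T0 libraries were set against 100 simulated pairs of unchanged fractions.

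The planned lists did not name groups IG5, IG6, IG8, IG11 and IG13, which also enter the adjustment over lists. The tests, their samples, the other lists and the alternatives were fixed before the data were examined. So was the rule for the genes named in the text, which takes every gene the paper names for these experiments, the 10 higher and 10 lower genes with the largest log2 change in each comparison among those that passed and moved one way in every library or pair, the 5 highest and 5 lowest strong hits of each fraction, and 2 to 4 members of each list with the largest change. The fitness of the first 187 genes in Supplementary File S4, gene counts of part of the library and the members of all groups had been seen in the paper's supplements by then, and the choice of T0 libraries 10 to 12 rests on these. Genes named outside the rule are marked as chosen after their values were seen.

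Alternatives were all 12 T0 libraries or libraries 5 to 12 as the E2 baseline, plain median or TMM centring, no minimum or a minimum of 100 T0 counts, a pseudocount of 5, T left at its counting value, each T0 library left out, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, all 25 libraries in 1 model, no block, each library left out, an estimated correlation in camera, and Spearman's coefficient. After the data had been seen, 3 more were added, namely leaving out Synpcc7942_0508 and Synpcc7942_0024, scaling chromosome and plasmid separately, and thinning E2 libraries to the planktonic total. Each procedure was tested on simulated counts with 200 changed genes. Recovery in edgeR was 97 to 100 of 100 genes per fold size, with 9 unchanged genes called in each comparison except CM against BG-11 (13) and flask against tube (2). There all libraries of a comparison were drawn from 1 mean profile with fitted dispersions, and low-count genes were not changed. The recovery of genes that vary more between conditions, such as pilB between CM and BG-11, is not given by it. For fitness, a log2 change of 2 was recovered in 72 of 100 genes in the planktonic fraction and in 93 to 99 in the others, with 0 false hits. The simulated fractions were drawn from T0 shares with the spread of T0 libraries alone. They lack the spread between genes by which T was divided in the data, so recovery there was not measured. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

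The RNA-Seq experiments and the functional categories of the paper were not analysed here. Lists of genes by words in their descriptions had been planned, and were left out because no source used here describes every gene. The study's remaining groups were not tested. Insertions in pilA1.2 and EbfG3 were not analysed here. The deposited counts are PCR reads, which are not independent molecules, so the part of the errors derived from counts covers counting error only.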

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

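Apart from the first thinning of library depth and the comparison of tax2 with flanking genes, the tests in this part were chosen after the result was seen.

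The 20 evaluated type IV pilus mutants changed sides between the settled and biofilm fractions of different tubes. Their median settled minus biofilm fitness was -1.43 in the E1 tubes (19 of 20 lower in the settled fraction) and -0.47 in the E2 tubes in BG-11 (16 lower), but 1.32 in the E2 tubes in CM (17 higher), and this difference between the sets of tubes was not tested, since each fraction is 1 library. A difference in depth between both CM libraries, which had 2088476 and 1851989 counts, is argued against as the whole cause, since the median was 1.28 once the deeper one was thinned to the other (1.26 to 1.38 over 20 further thinnings). Whether both CM libraries were exchanged cannot be told apart from the labels as given, because over 1775 genes outside the lists their correlations with the BG-11 libraries moved by -0.015 on exchange, within the bootstrap SD of 0.017 (1000 bootstraps), while the paper's statement that CM keeps the pilB mutant from forming biofilms runs the way the labels do and does not settle it. Whether the difference between settled and biofilm fractions depends on the medium stays open and untested.

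Insertions in the 3 genes of the tax2 operon, the study's group IG15, were depleted in E1 and enriched in the CM flask of E2. Their median fitness was -1.04 in the E1 biofilm and -0.95 in the E1 settled fraction, 1.80 in the CM flask and 0.81 in the BG-11 flask, where none of the 3 was a hit (1 was against all 12 T0 libraries or without library 12), a difference that was not tested because these fractions are single libraries. Argued against is an effect of position on the chromosome, since the 10 flanking genes had medians of -0.10 in the E1 biofilm and 0.12 in the CM flask, at most 0.09 of the tax2 median. Counting error as the cause is also argued against, with 95% counting intervals of the summed log2 ratio to T0 from -1.12 to -0.99 and from 1.86 to 1.95 in these fractions. The E2 tube biofilm in BG-11, which shares vessel and medium with that of E1, had a median of 0.26. Both flasks share all but the medium. Experiment (with its version of the mutant library, culture days and T0 libraries), vessel (with its temperature) and medium may each contribute, which single libraries leave open.

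Mutants of Synpcc7942_0508, annotated as a geranylgeranyl reductase gene, and of Synpcc7942_0024, which encodes a hypothetical protein, held a large share of the E2 libraries, and the text of the paper does not discuss Synpcc7942_0024. Its insertions alone gave 16.36% of all counts in the planktonic fraction. A preference of these mutants for the biofilm is argued against as the whole cause, because both genes together already held at least 17.1% of the counts in T0 libraries 10 to 12, taken before any biofilm, against 0.46 to 0.53% in T0 libraries 1 to 4. All 7 E2 fractions held a larger share than each of T0 libraries 10 to 12, which restates the observation and does not decide whether these mutants had an advantage in every fraction. Such an advantage and growth before the T0 samples stay open.

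In E1, T0 library 1 had 897620 counts, the lowest of the 4 and apart from the others by 0.839 of their range, which is above Dixon's 95% critical value. It was 1 of 9 combinations of T0 libraries and measures examined at both ends. Chance flags about 1 in 20 groups.

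Of the 113 genes whose mutants were higher in flask than in tube biofilms, 97 lie outside the groups the paper formed from flasks, and so do 31 of the 42 lower ones (edgeR, adjusted p under 0.05, with a single library for each vessel and medium). Groups F1 to F4 hold 21, 13, 19 and 17 genes, beside 1808 tested. Most tested genes therefore lie outside them, and these counts show no excess outside the groups. DESeq2 called 39 higher and 3 lower genes in all.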

How the results depend on the processing

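Leaving out Synpcc7942_0508 and Synpcc7942_0024, scaling the plasmid separately and thinning E2 libraries were chosen after the data were seen. Limits include depth, the choice of T0 libraries, the centring of fitness, the widening of T and single libraries per fraction. The planktonic library had 312308 counts, and in simulated counts a log2 change of 1 was recovered there in 54 of 100 genes. The simulated counts lack the spread between genes that widened the error in the data. The number of genes with a hit in any fraction (174) stayed between 158 and 203 and that of strong hits (123) between 111 and 156 under every alternative except T left at its counting value, and no hit count of an E1 fraction moved by over 1.5 times. Single named genes and lists were tallied over fewer alternatives. For the fitness of a named gene these were all E2 T0 libraries as baseline, plain median centring and the pseudocount of 5. This fitness kept its direction and side of the threshold in 632 cases, lost the threshold in 72, newly passed it in 40 and reversed in 22. Log2 changes, tallied with DESeq2, without the block and with single libraries left out, gave 822, 184, 0 and 3 in this order. Single lists in camera, tallied with an estimated correlation and against all E2 T0 libraries, gave 123, 52, 7 and 0. The median fitness of a list was tallied against all E2 T0 libraries and with plain median centring. It stayed within its spread in 347 cases, moved beyond it in 66 and reversed in 3. Values in parentheses are those without the alternative, and the cause of a change was not tested.

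With all 12 E2 T0 libraries as baseline, hits in the planktonic fraction numbered 35 (17) and strong positive hits there 32 (14). Strong negative hits numbered 10 in the BG-11 settled (3), 11 in the CM settled (6), 3 in the BG-11 flask (0) and 2 in the CM flask (0). Correlations of fitness across genes were 0.198 (0.357) for the BG-11 tube biofilms of E1 and E2, 0.903 (0.824) for settled and biofilm in BG-11, 0.897 (0.817) for settled and biofilm in CM, 0.925 (0.861) for settled in CM and BG-11, 0.907 (0.784) for the tube biofilms in CM and BG-11, 0.906 (0.862) for both flasks, 0.79 (0.635) for flask and tube in BG-11 and 0.859 (0.766) for flask and tube in CM. The median fitness of pilus genes in the BG-11 tube biofilm was 1.32 (1.70), and that of the biofilm repressors 1.53 (1.22) in the BG-11 settled, 2.44 (2.18) in the BG-11 tube biofilm, 2.47 (2.09) in the CM settled, 1.03 (0.65) in the CM tube biofilm and 1.1 (0.72) in the BG-11 flask. Medians reversed for IG3 (-0.26 to 0.07) and IG9 (0.56 to -0.13) in the BG-11 tube biofilm and IG8 in the CM one (0.45 to -0.05). So did fitness in the CM tube biofilm for Synpcc7942_0464 (1.02 to -0.01) and Synpcc7942_0479 (1.54 to -0.50), and in the BG-11 settled fraction for pilD (1.05 to -0.31). Plasmid genes reversed in more fractions, Synpcc7942_B2645 to -1.85 (0.94) in the BG-11 settled, -1.79 (1.02) in the BG-11 tube biofilm, -1.46 (1.35) in the CM settled and -1.58 (1.23) in the CM tube biofilm, Synpcc7942_B2646 to -0.81 (1.06) in the BG-11 settled, -0.90 (0.98) in the BG-11 tube biofilm, -0.90 (0.99) in the CM settled, -1.37 (0.52) in the CM tube biofilm, -0.07 (1.82) in the BG-11 flask and -0.62 (1.36) in the CM flask, and Synpcc7942_B2647 to -2.70 (0.98) in the planktonic, -3.27 (0.47) in the BG-11 settled, -3.18 (0.56) in the BG-11 tube biofilm, -2.83 (0.92) in the CM settled, -3.01 (0.74) in the CM tube biofilm, -2.84 (0.91) in the BG-11 flask and -3.44 (0.39) in the CM flask. In edgeR this baseline gave 39 higher and 6 lower genes over both experiments (159 and 120). T0 libraries 5 to 12 gave 96 higher and 28 lower there, 519 higher and 501 lower in E2 (246 and 274) and 3 strong negative hits in the CM tube biofilm (6).

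Plain median centring gave hits of 88 in the BG-11 tube biofilm (52), 103 in the CM settled (67), 73 in the CM tube biofilm (43) and 73 in the BG-11 flask (48), strong negative hits of 10 in the planktonic (3), 6 in the BG-11 settled (3), 36 in the BG-11 tube biofilm (6), 37 in the CM settled (6), 38 in the CM tube biofilm (6), 28 in the BG-11 flask (0) and 12 in the CM flask (0), and a reversed fitness of Synpcc7942_B2646 in the BG-11 tube biofilm (-0.07) and the CM settled fraction (-0.11). With TMM centring the hits were 88, 104, 74 and 73 and the strong negative hits 10, 6, 35, 37, 38, 28 and 11 in the same order. With T left at its counting value, 611 genes were a hit in any fraction and 287 a strong hit. Hits numbered 206 in the planktonic (17), 173 in the BG-11 settled (46), 121 in the BG-11 tube biofilm (52), 142 in the CM settled (67), 153 in the CM tube biofilm (43), 362 in the BG-11 flask (48) and 296 in the CM flask (44), strong negative hits 54 in the planktonic (3), 15 in the BG-11 settled (3), 11 in the BG-11 tube biofilm (6), 12 in the CM settled (6), 15 in the CM tube biofilm (6), 36 in the BG-11 flask (0) and 22 in the CM flask (0), and strong positive hits 69 in the planktonic (14), 107 in the BG-11 flask (48) and 107 in the CM flask (44). This T is larger by construction, as it leaves out the spread between genes. Strong negative hits in the planktonic fraction numbered 5 with no minimum on T0 counts and 7 with a pseudocount of 5 (3). Thinning the E2 libraries to the planktonic total left 0 strong negative hits in the BG-11 settled (3) and tube biofilm (6) and the CM settled (6) and tube biofilm (6) fractions, as lower counts leave larger errors. Spearman's coefficient was 0.142 (0.357) for the BG-11 tube biofilms of E1 and E2, 0.475 (0.566) for both E1 fractions, 0.797 (0.824) for settled and biofilm in BG-11, 0.822 (0.861) for settled in CM and BG-11, 0.839 (0.862) for both flasks and 0.715 (0.766) for flask and tube in CM.

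Between flask and tube biofilms, edgeR called 113 higher and 42 lower genes. DESeq2 gave 39 higher and 3 lower, DESeq2's size factors in edgeR 174 higher and 102 lower, and scaling the plasmid separately 76 higher and 13 lower. Without medium as the block the counts were 70 higher and 19 lower, and without the block of tubes or of vessel and fraction no gene was called between settled and biofilm fractions (0 with and 0 without the block, 62 and 1 at an unadjusted p under 0.05) or between CM and BG-11 (0 and 0, 41 and 22). DESeq2 also called 0 in both (10 and 3). All 25 libraries in 1 model gave 461 higher and 453 lower genes in E2, 303 higher and 280 lower between flask and tube, 2 higher and 7 lower between settled and biofilm, and 1 higher and 0 lower between CM and BG-11. With an estimated correlation, the lists past camera numbered 0 in E2 (17), 0 between settled and biofilm (5), 0 between CM and BG-11 (10), 0 between flask and tube (14) and 11 over both experiments (16). Leaving out 1 library at a time gave 87 to 362 higher and 138 to 333 lower genes in E2, with 87 and 138 without T0 library 10, 99 and 150 without 11 and 102 and 143 without 12. Over both experiments it gave 123 to 322 higher and 71 to 294 lower genes. The most were called without the E1 biofilm (322 and 294), which leaves E2 to set the change, then without the E2 biofilm (249 and 193), and the fewest lower genes without E1 T0 library 2 (71) or 3 (78) or E2 T0 library 11 (75). Without the E1 biofilm the log2 change of Synpcc7942_0075 went from 1.98 to -0.51 and that of Synpcc7942_1438 from 1.26 to -0.35, and that of Synpcc7942_0046 (0.47) ran from -0.027 there to 0.76 without the E2 biofilm. Settled against biofilm and CM against BG-11 gave 0 calls without any 1 library. Between flask and tube, leaving out a library leaves no residual degree of freedom with medium as the block and so no test, and it was not run.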

Differences from the paper's values

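Apart from the thinning of the E2 libraries, all alternatives named here were set before the data were examined, while the tallies of genes that the paper calls were made after the results were seen.

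Strong positive hits, with T of at least 4 and fitness above 1 as in the paper, were more numerous here than in Supplementary File S4. T was computed differently, since the paper's also holds the spread between barcodes, but over 130 genes of that file the median ratio of T here to the paper's was 0.74 to 0.91 in the 7 E2 fractions, while the slope of the paper's fitness on the fitness here was 0.75 to 0.85. The paper's count is 3 in the E2 planktonic fraction, 22 in the settled fraction in BG-11, 29 in the settled fraction in CM, 13 in the tube biofilm in CM, 21 in the BG-11 flask and 15 in the CM flask, and the counts here were 14, 41, 50, 29, 48 and 44 in this order. No alternative brought a count within 1.5 times of the paper's, and over the alternatives set beforehand, with each T0 library left out among them, the counts ran from 12 to 69, from 36 to 61, from 46 to 63, from 23 to 39, from 42 to 107 and from 36 to 107. Thinning the E2 libraries to the planktonic total, chosen after seeing the values, gave 14, 38, 49, 20, 57 and 44, also each more than 1.5 times the paper's.

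Fitness was compared for the genes the paper discusses that are among those given in that file. For pilA1.1 in the CM settled fraction the paper's value is 2.88 and the value here 3.38. It is within the error of the paper's with a pseudocount of 5 (3.27), and not against all 12 E2 T0 libraries (2.34) or with plain median centring (3.39). For Synpcc7942_0051 the paper's values are 1.18 in the E1 biofilm, 0.67 and 1.04 in the settled and biofilm fractions of E2 tubes in BG-11, 1.39 in the CM settled fraction and -0.03 in the BG-11 flask, beside 1.01, 1.00, 1.23, 1.79 and 0.40 here. Against all 12 E2 T0 libraries, the E2 tube values of 0.70, 0.92 and 1.52 are within the error of the paper's, while the flask (0.10) and the E1 biofilm are not. Plain median centring (1.00, 0.99, 1.24, 1.81 and 0.42) and a pseudocount of 5 (1.00, 0.98, 1.24, 1.78 and 0.42) left all 5 apart. For pilP the paper's values are 2.24, 1.52, 2.32, 2.31, 0.94, 0.94 and 0.84 in the E1 biofilm, the BG-11 settled, BG-11 tube biofilm, CM settled and CM tube biofilm fractions of E2 and the BG-11 and CM flasks, beside 2.46, 2.14, 3.07, 3.15, 1.32, 1.52 and 1.34 here, and all 7 stay apart with each of these 3 alternatives. No other value set beside one the paper states differs by this measure, among them the totals of hits and of strong hits over all fractions.

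The paper places the genes of group IG3 among the strong negative hits of the planktonic fraction. Here 0 of 13 were negative hits there, with fitness from -2.17 (Synpcc7942_0573) to -0.78 (Synpcc7942_0401), all of them below 0. With T left at its counting value 11 were, all but Synpcc7942_0186 (-1.64) and Synpcc7942_1395 (-1.55), and Synpcc7942_1450 (-2.05) was one also with no minimum on T0 counts (-2.04), a pseudocount of 5 (-2.07) or without T0 library 12 (-2.09). It further describes pilus mutants and the ebsA mutant as depleted from this fraction. The pilus genes had a median of -0.89 there, and 3 of 20, pilB, pilN and pilM, were negative hits (1 against all 12 T0 libraries or libraries 5 to 12, 2 with plain median or TMM centring or at least 100 T0 counts). With no minimum on T0 counts, a pseudocount of 5 (-1.62) or without T0 library 10 (-1.52) or 11 (-1.55), pilQ (-1.53) was one too, and at the counting T so were pilP (-1.16), pilO (-1.40), pilC (-2.83), rntA (-2.03), ebsA (-1.75) and hfq (-1.07), which makes 8 of the 20 pilus genes.

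In BG-11 tubes the paper lists ebfE with the biofilm formers of TTBG2, whereas its fitness here was 0.48 in the E1 and 0.24 in the E2 biofilm and it was a hit in neither, but one in E1 at the counting T. The paper describes TTBG3 as free of known pilus and biofilm genes, while the group holds Synpcc7942_2349, a gene of its Table S2. All 20 genes of TTBG1 were positive hits in both biofilms, as in the paper, although 14 were in E2 against all 12 T0 libraries and 16 against libraries 5 to 12, and 19 in E2 without T0 library 10, in E1 without T0 library 1, 3 or 4, and in either with plain median or TMM centring. For IG7, described as forming biofilms in either medium, 5 of 9 genes were positive hits in the BG-11 and 5 in the CM tube biofilm. At the counting T these were 8 and 9. The count in CM was 4, 3 and 3 of 8 without T0 library 10, 11 or 12, 3 with libraries 5 to 12, plain median centring, TMM centring or thinning, and 4 with all 12 or at least 100 T0 counts. In BG-11, Synpcc7942_1112 (0.41) was called against all 12 T0 libraries (1.84) or libraries 5 to 12 (1.25), Synpcc7942_2251 (0.49) against all 12 (1.26) and at the counting T, Synpcc7942_B2645 (1.02) with a pseudocount of 5 (1.06), no minimum, without T0 library 10 (1.08) or at the counting T, and Synpcc7942_0388 (2.02) at the counting T. In CM, the same baselines called Synpcc7942_1112 (0.61; 2.02 and 1.42), which was also called after thinning (0.69), and all 12 called Synpcc7942_2251 (0.50; 1.25), and the counting T these and Synpcc7942_1110 (0.63) and Synpcc7942_1139 (0.55). Of IG9, which the paper gives as forming biofilms in CM tubes, 2 of 5 were positive hits, 1 against all 12 T0 libraries or after thinning, and 4 at the counting T, which added Synpcc7942_1981 (0.95) and Synpcc7942_B2647 (0.74). Synpcc7942_0008 (0.20) was called under no setting. The paper has the genes of TT2 respond to CM in tubes, and here 0 of 63 were higher and 0 lower between CM and BG-11 in edgeR and 0 in DESeq2, over 3 pairs that hold the flask biofilms as well as the tube fractions (4 at an unadjusted p under 0.05 in edgeR), although the group as a whole was lower in CM by camera (adjusted p = 0.00194, and adjusted p = 0.496 with an estimated correlation).

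In flasks the paper gives IG10 as biofilm formers in BG-11. The error was widened by 2.824 in the BG-11 and 2.562 in the CM flask. Unless an alternative lowered this factor, a fitness of 1 or less in size could not be a hit in them. Here 5 of 15 were positive hits in the BG-11 flask, 5 of 16 against all 12 T0 libraries, 7 of 16 against libraries 5 to 12, 8 of 16 with no minimum, 6 with a pseudocount of 5, 3 of 12 with at least 100 T0 counts, 2 of 14, 3 of 13 and 3 of 13 without T0 library 10, 11 or 12 and 15 of 15 at the counting T. Single genes that other settings than the counting T called were Synpcc7942_1015 (1.15; all 12 T0 libraries 1.50, libraries 5 to 12 1.40, no minimum, pseudocount of 5 1.16, without T0 library 12 1.19), Synpcc7942_2512 (0.61; all 12 1.47) and Synpcc7942_1981 (1.70; no minimum). Thinning the E2 libraries to the planktonic total, chosen after seeing the values, called 7, with tsaP (0.89 to 0.83), Synpcc7942_1015 (1.08) and Synpcc7942_1140 (1.1 to 1.11) among them. The counting T alone called Synpcc7942_1126 (2.74), Synpcc7942_2102 (1.06), Synpcc7942_2559 (1.06), Synpcc7942_B2647 (0.91) and Synpcc7942_1014 (0.81). The paper's subgroup IG11 had 0 of 3 hits there (1 with each setting that called Synpcc7942_1015, 2 after thinning and 3 at the counting T). In the BG-11 tube biofilm, where the paper has no hit for IG10, 1 of 15 was one, and 0 of 16 against all 12 T0 libraries, 0 without T0 library 10 and 0 after thinning. In IG12, 3 of 4 were hits in the BG-11 flask and 4 at the counting T, 3 of 5 against all 12 T0 libraries, 4 of 5 against libraries 5 to 12 or with no minimum, 1 of 1 with at least 100 T0 counts, and 1 of 3, 1 of 2 and 1 of 2 without T0 library 10, 11 or 12. The paper's group F2 of flask biofilm formers had 2 of 12 hits in the BG-11 flask, 4 of 13 against all 12 T0 libraries or libraries 5 to 12 (with Synpcc7942_2439 at 2.74 and 2.12 in place of 1.79), 3 of 13 with no minimum, 4 after thinning and 12 at the counting T, which also called Synpcc7942_0625 (0.96), pilM (0.84) and rntA (0.61). For its subgroup IG13 these counts were 2 of 8, 3 of 9, 3 of 9, 4 and 8. With T0 library 10, 11 or 12 left out or at least 100 T0 counts, 1 of F2 and 1 of IG13 was a hit each time. Of IG14, enriched in the CM flask according to the paper, 5 of 8 were hits there, all 3 genes of tax2 among them, and at the counting T also Synpcc7942_0479 (1.73), Synpcc7942_0848 (0.66) and Synpcc7942_1716 (1.09). In the BG-11 flask, 2 of 8 were hits, 3 against libraries 5 to 12, with no minimum or with a pseudocount of 5, 1 of 7 with at least 100 T0 counts, and 0 of 7, 1 of 7 and 1 of 7 without T0 library 10, 11 or 12. The paper describes IG14 as not enriched there. Yet it also lists Synpcc7942_0479, Synpcc7942_1902, Synpcc7942_1014 and Synpcc7942_1015 in IG10, its biofilm formers in BG-11 flasks. The 2 hits, Synpcc7942_0479 and Synpcc7942_1902, are among these, so the paper's own groups differ on them. Figures 4C,D show negative hits in the flasks. Here there were 0 in either flask, and 1 strong one in the BG-11 flask with no minimum, without T0 library 10 or after thinning, while plain median centring gave 28 and 12 strong ones in the BG-11 and CM flask, TMM centring 28 and 11, all 12 T0 libraries 3 and 2, and the counting T 36 and 22.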

Other observations

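The counts over other splits of the libraries in this part were chosen after the results were seen.

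Mutants of several genes that the paper's text does not discuss were more abundant in the flask than in the tube biofilms of E2. Insertions in Synpcc7942_2142 were higher by a log2 change of 2.47 ± 0.24, adjusted p = 9.21e-05 (edgeR, medium as a block, 2 libraries against 2), with a fitness of 2.77 in the BG-11 and 2.09 in the CM flask beside -0.24 and 0.15 in the tubes. Insertions in Synpcc7942_1146, which encodes a hypothetical protein, were higher by 2.07 ± 0.17, adjusted p = 7.34e-05, and those in Synpcc7942_0494, another one, by 1.99 ± 0.20, adjusted p = 9.21e-05. Among genes with an annotated function were Synpcc7942_0038, a mutator MutT protein gene (1.84 ± 0.11, adjusted p = 1.24e-05), Synpcc7942_0247, a permease gene for basic amino acids and glutamine (1.66 ± 0.15, adjusted p = 8.44e-05), and Synpcc7942_0046, a methylase-like gene (1.87 ± 0.14, adjusted p = 3.69e-05). All 6 were higher in both media and were also called in DESeq2 and, in edgeR, without the block. Among the lower genes, insertions in Synpcc7942_0418, a hypothetical protein, had a log2 change of -0.92 ± 0.17, adjusted p = 0.00701, and those in Synpcc7942_1184, a 6-pyruvoyl tetrahydrobiopterin synthase gene, one of -0.97 ± 0.19, adjusted p = 0.00967. The first was also called in DESeq2 but not without the block, and the second without the block, while DESeq2 gave it no adjusted p. Each vessel and medium is 1 library, so the spread behind these p-values is that left between media.

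The paper's flask groups were formed on these libraries, so their direction between flask and tube is not independent evidence. In group F1, 10 of 21 genes were higher and 1 lower (11 and 6 adjusted over the list alone), with camera adjusted p = 3.62e-05, and adjusted p = 0.625 with an estimated correlation (5 and 0 in DESeq2). The higher members included pilT, the retraction motor of the pilus (1.58 ± 0.11), and Synpcc7942_0267, an rRNA methyltransferase gene (1.27 ± 0.12), and the lower one was pilN (-0.89 ± 0.25). The calls on pilT and Synpcc7942_0267 held in DESeq2 and without the block, and that on pilN in neither. The genes called in F3 were all lower, 6 of 19 (9 adjusted over the list alone), with camera adjusted p = 8.71e-06, and adjusted p = 0.625 with an estimated correlation. So were those of F4, 4 of 17 (9 adjusted over the list alone), with camera adjusted p = 6.23e-05, and adjusted p = 0.625 with an estimated correlation, and of IG3, a group formed on the planktonic fraction, 3 of 13 (8 adjusted over the list alone), with camera adjusted p = 0.000255, and adjusted p = 0.625 with an estimated correlation. DESeq2 called no gene of these 3 groups. The competence genes and transcription regulators of Table S2 were not chosen on these libraries. Of 5 competence genes, 0 were higher and 0 lower, also when adjusted over the list alone (edgeR; 2 at an unadjusted p under 0.05, 0 and 0 in DESeq2; camera adjusted p = 0.482), and of 5 transcription regulators 1, sigF2 (0.56 ± 0.15), was higher, also when adjusted over the list alone but not without the block (camera adjusted p = 0.671).

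Other splits of the same libraries were counted for each comparison of at least 3 libraries a side. For E2 biofilms against T0 libraries 10 to 12, only 1 of 35 splits, the real one, gave 520 calls. Nothing says that the T0 libraries came from separate cultures, so this sets the biofilms against a spread that may be technical, and whether chance differences between cultures would give such a count is not decided. Without T0 library 10 there were 87 higher and 138 lower genes, without library 11 99 and 150, and without library 12 102 and 143, in place of 246 and 274. The highest other split gave 342, and it put the BG-11 tube biofilm with the T0 libraries, while every further split gave at most 2. For settled against biofilm fractions the real split gave 0 calls in edgeR (62 at an unadjusted p under 0.05; DESeq2 also 0) and the highest other 5. For CM against BG-11 these were 0 (41 at an unadjusted p under 0.05, and 0 in DESeq2 as well) and 19. The splits with 19 calls put the settled libraries of both media on the same side and both tube biofilms on the other. With the pair kept as a block, their change is that between the BG-11 and CM flask libraries alone. In both of these comparisons all 10 of 10 splits gave at least as many calls as the real one. With 0 calls in the real split this could not be otherwise, so the counts decide nothing. Some other splits also put whole pairs on the same side, and so estimate the real contrast in the pair left. The settled splits with 5 calls are of this kind and leave the E1 pair. Besides, 10 splits are too few for a share under 0.05.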
